# Kdm1a safeguards the topological boundaries of PRC2-repressed genes and prevents aging-related euchromatinization in neurons

**DOI:** 10.1038/s41467-024-45773-3

**Published:** 2024-03-07

**Authors:** Beatriz del Blanco, Sergio Niñerola, Ana M. Martín-González, Juan Paraíso-Luna, Minji Kim, Rafael Muñoz-Viana, Carina Racovac, Jose V. Sanchez-Mut, Yijun Ruan, Ángel Barco

**Keywords:** Epigenetics in the nervous system, Neurodevelopmental disorders, Chromatin structure, Gene silencing, Gene expression analysis

## Abstract

Kdm1a is a histone demethylase linked to intellectual disability with essential roles during gastrulation and the terminal differentiation of specialized cell types, including neurons, that remains highly expressed in the adult brain. To explore Kdm1a’s function in adult neurons, we develop inducible and forebrain-restricted Kdm1a knockouts. By applying multi-omic transcriptome, epigenome and chromatin conformation data, combined with super-resolution microscopy, we find that Kdm1a elimination causes the neuronal activation of nonneuronal genes that are silenced by the polycomb repressor complex and interspersed with active genes. Functional assays demonstrate that the N-terminus of Kdm1a contains an intrinsically disordered region that is essential to segregate Kdm1a-repressed genes from the neighboring active chromatin environment. Finally, we show that the segregation of Kdm1a-target genes is weakened in neurons during natural aging, underscoring the role of Kdm1a safeguarding neuronal genome organization and gene silencing throughout life.

## Abstract (web summary)

Kdm1a is a histone demethylase implicated in intellectual disability. Here, the authors show that removing Kdm1a in neurons of the adult mouse forebrain disrupts silencing of nonneuronal genes and chromatin organization, emphasizing its role in preserving neuronal genome integrity.

## Introduction

Each of the cell types in a multicellular organism express a different set of genes and accomplishes distinct functions, yet they share the same genetic material. This is achieved through epigenetic mechanisms that regulate the accessibility and packaging of the genetic material inside the cell nucleus. Chromatin has been classically classified into euchromatin and heterochromatin, which are linked to active transcription and gene silencing, respectively^1^. On a smaller scale, the genome is organized in topologically associating domains (TADs)^2,3^ in which extensive chromatin interactions are observed. The basic units of chromatin interactions are chromatin loops involving two looping anchors^4,5^ and are mediated by specific protein factors^6^. It is further understood that many chromatin architectural proteins, such as the CCCTC-binding protein (CTCF)^5,7^, are critical for the establishment and maintenance of the overall chromatin folding architectures, which provide a genome-wide framework for gene expression that underlie cell identity. Liquid-liquid phase separation (LLPS) and related phase transitions recently emerged as a biophysical mechanism for the assembly of compartmentalization in distinct liquid-like structures that participate in transcriptional control and other chromatin-related functions of nuclei^8^.

Among the candidate molecules to regulate chromatin compartmentalization, we focused our attention on the lysine (K)-specific demethylase 1 A (Kdm1a; also known as LSD1). This flavin-dependent monoamine oxidase is linked to the action of different repressor complexes, such as coREST^9^ and NURD^10^, where it primarily promotes repression via H3K4me1/me2 demethylation. However, Kdm1a may also promote transcriptional activation at some loci in a context-dependent manner^11–13^. Although seminal genetic studies in fission yeast^14^ and flies^15^ implicated Kdm1a homologs in the regulation of boundaries between silenced and active chromatin domains, this role has not been confirmed in mammalian cells nor investigated using epigenomics methods.

The investigation of Kdm1a conventional knockout (KOs) mouse strains has demonstrated that Kdm1a is required for gastrulation and its germinal elimination is embryonic lethal^16,17^. Subsequent studies in conditional or tissue-restricted KOs have shown that Kdm1a is also important at later developmental stages for the differentiation and survival of several cell types, including neurons^18–21^. Furthermore, *Kdm1a* mutations have been linked with a rare monogenic intellectual disability disorder (IDD) known as Cleft palate, psychomotor retardation, distinctive facial features, and intellectual disabilities (CPRF; OMIM#616728)^22,23^. The discovery of a neuronal specific dominant-negative splicing isoform known as neuroLSD1 has further underscored the role of this enzyme in the nervous system^24^. However, its functional role in mature neurons of the adult brain remains unknown.

Here, we investigate an inducible mouse strain wherein Kdm1a is specifically eliminated in principal neurons of the forebrain during adulthood. Through a combination of multi-omic analysis, super-resolution microscopy, and functional assays, we provide insight into the mechanism of gene repression by Kdm1a in adult neurons and unveil the functions of this protein orchestrating chromatin compartmentalization and promoting nuclear phase separation.

## Results

### Efficient and cell type specific Kdm1a deletion in adult forebrain neurons

To investigate the role of Kdm1a in postmitotic, highly specialized cells, we focused on excitatory neurons in the adult brain. We generated tamoxifen (TMX)-regulated, forebrain-restricted *Kdm1a* KOs (referred to as Kdm1a-ifKO) by crossing *Kdm1a* ^*f/f*^ and *Camk2α*-creER^T2^ mice (Fig. 1A). After treatment with TMX at 2 months of age, Kdm1a-ifKOs showed an efficient and specific loss of Kdm1a in principal neurons of the forebrain, including pyramidal neurons in CA1, CA3, and cortex, and granular neurons in the dentate gyrus (Fig. 1B, C and Supplementary Fig. 1A, B), whereas other brain areas and cell types in which the *Camk2α* driver is not active, such as the cerebellum and astrocytes, presented unaltered Kdm1a expression (Supplementary Fig. 1A–E). Kdm1a-ifKOs displayed normal weight and growth (Supplementary Fig. 1F). Neither DAPI counterstaining nor immunostaining with neuronal markers revealed any changes in the neuronal nuclei, shrinkage, or other histological alterations in the hippocampus (Supplementary Fig. 1G, H). Moreover, Kdm1a-depleted neurons did not show pyknosis, expression of active Caspase-3 (Supplementary Fig. 1H), nor were positive in a TUNEL cell death assay (Supplementary Fig. 1I). We did not detect either the expression of inflammation or cell death markers (Supplementary Fig. 1J). Further supporting the viability of the neurons lacking Kdm1a, these cells still showed a normal response to stimulation even more than one year after *Kdm1a* ablation (Supplementary Fig. 1K, L). These results contrast with the widespread neuronal loss in hippocampus and cortex, and premature death displayed by the conditional KOs reported by^21^. Since that article described a strain with inducible (TMX-regulated), but ubiquitous (no neuronal-specific) elimination of *Kdm1a*, the two studies together indicate that although *Kdm1a* is not needed cell autonomously for the viability of principal neurons, it is likely required in other cell types that support neuronal survival. Consistent with this view, and in agreement with information found in public repositories^25^ (Supplementary Fig. 1M), we detected *Kdm1a* expression in support brain cells types such as astroglia and endothelial cells (Supplementary Fig. 1C, D).

**Fig. 1:**
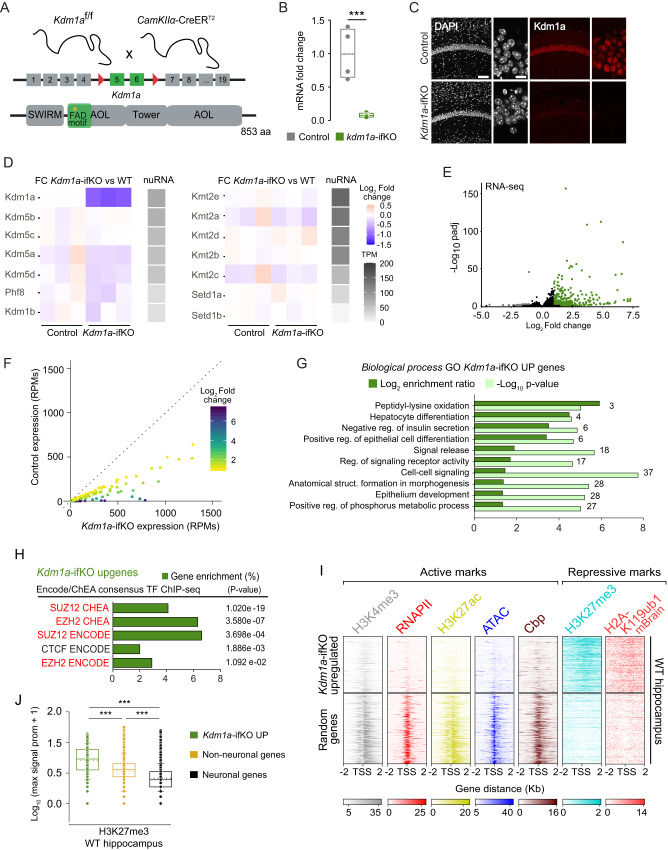
Kdm1a loss in adult excitatory neurons causes de-repression of PRC2-repressed nonneuronal genes. **A** Genetic strategy used to deplete *Kdm1a*. Floxed exons and the encoded flavin adenine dinucleotide (FAD)-binding domain are highlighted. Kdm1a also has amine oxidase-like (AOL), SWIRM and tower domains. **B** *Kdm1a* transcript levels 4 weeks after TMX administration (*n* = 6 Kdm1a-ifKO; *n* = 4 control (CT); T = 34, *p* = 0.01, Mann-Whitney test, two-tailed). Box plots indicate median value, interquartile range, minimum and maximum value (whiskers), and individual data points. **C** CA1 immunostaining with anti-Kdm1a 2 months after TMX. DNA was counterstained with DAPI. Scale bars: 100 µM and 10 µm in insets. **D** Gray scale: Nuclear RNA levels for KDMs and KTMs in excitatory forebrain neurons^26^ in transcripts per million (TPM). Color scale: Log_2_FC between genotypes. **E** Volcano plot of differential expression analysis (*n* = 3 CT and 3 Kdm1a-ifKO). Upregulated genes are labeled in green and downregulated genes in grey (Wald test, p adj <0.05; |log_2_ FC | > 1). **F** Scatter plot of upDEGs expression in Kdm1a-ifKOs and controls. **G** GO enrichment analysis for *Biological processes* in upDEGs (Fisher’s exact test). Number of genes, enrichment ratio and statistical significance are shown. **H** Enrichment analysis for TF binding in upDEGs (Fisher’s exact test, p adj <0.05; log_2_FC > 1). PRC2 subunits are highlighted in red. **I** Density of ChIP-seq reads for H3K4me3, H3K27ac, accessibility measured by ATAC-seq, binding of CBP and RNAPII, and the PRC2-related repressive marks H3K27me3 and H2AK119ub. Heatmaps represent the enrichment for all these marks in hippocampal chromatin of wild type (WT) mice around the TSS ( ± 2 Kb) of upDEGs and the TSS of a similarly sized set of random genes expressed in neurons. **J** Quantification of H3K27me3 signal in the set of upDEGs (*n* = 514) compared with neuronal genes (*n* = 14902) and with nonneuronal genes not affected by Kdm1a loss (*n* = 11372; Mann–Whitney U Statistic, two tailed, pval ***<0.0001). Box plot as described in panel B except for whiskers showing SD values. Source data are provided as a Source data file.

### Ablation of Kdm1a in adult excitatory neurons derepresses nonneuronal, PRC2-repressed genes

We next investigated whether the elimination of *Kdm1a* in adult neurons triggered transcriptional changes. 

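RNA from the hippocampi of 3 control mice and 3 Kdm1a-ifKO mice was sequenced, with 1 library per mouse. Tamoxifen was given at 8 weeks of age, and the controls were tamoxifen-treated littermates that lacked the recombinase. The authors trimmed the single-end reads of the poly-A RNA, aligned them to the mm10 genome (GRCm38) with HISAT2, kept reads with a high mapping quality on the nuclear chromosomes and counted them per Ensembl gene with HTSeq. These raw counts, without any normalization, are the values used here. The paper's text does not name the strand setting of the counting, so the counts of genes that overlap another gene are uncertain. The control libraries held 19160327, 19088998 and 18985542 counts (replicates 1 to 3) and the Kdm1a-ifKO libraries 19469947, 19445743 and 19370926. Between 23412 and 23939 genes had at least 1 count in a library, and the 20 most abundant genes took between 7.65% and 8.12% of the counts. TMM normalization factors lay between 0.981 and 1.01. In a principal component analysis, the first component held 50.2% of the variance and separated the genotypes. The second held 16.6% and set control replicate 3 and Kdm1a-ifKO replicate 2 apart from the 4 other libraries. Differences between replicates of one genotype were larger than counting error, with a chi-square per degree of freedom between 3.11 and 8.23 over the 6 pairs. Differential expression was tested with edgeR's quasi-likelihood test on the 16799 genes that passed its filter on low counts, with Benjamini-Hochberg adjustment, whereas the authors used DESeq2. Expression is given as CPM, counts scaled to the TMM-normalized library size. Coordinates come from the GENCODE M21 annotation, in which 48435 of the 48795 counted genes (99.3%) were found. Kdm1a (ENSMUSG00000036940) lies on chromosome 4 from 136550540 to 136602723 and overlaps Luzp1 on the opposite strand and Gm12987 on the same strand. Its mRNA was 80.1 ± 0.897 CPM (SD, n = 3) in controls and 38.2 ± 1.23 CPM (SD, n = 3) in Kdm1a-ifKOs, a log2FC of -1.07 (standard error 0.056, adjusted p = 6.24e-08 in the same test). With each library left out in turn, this log2FC stayed between -1.09 and -1.05. The exact permutation test of 3 mice against 3 gave p = 0.1 (two-sided), the smallest p this design allows.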

The bulk RNA-seq analysis of hippocampal tissue, combined with previous nuRNA-seq profiling of hippocampal excitatory neurons^26^, uncovered that Kdm1a is the highest expressed H3K4 KDM in adult hippocampal neurons (Fig. 1D). 

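In the control hippocampi, TPM values were computed from the counts, the summed exon length of each gene and the library size. Kdm1a stood at 61.4 ± 0.71 TPM (SD, n = 3) and ranked 1 of the 9 H3K4 demethylase genes listed. Kdm5c followed at 39.8 ± 2.5 TPM (SD, n = 3), and Kdm5b reached 21.9 ± 1.4 TPM (SD, n = 3). The difference between Kdm1a and Kdm5c was larger than the spread between mice, since the lowest control library held 60.8 TPM of Kdm1a and the highest 41.6 TPM of Kdm5c. Without the division by exon length, which is 5.18 kb for Kdm1a and 16.55 kb for Kdm5b, Kdm1a ranked 2 with 80.1 CPM behind Kdm5b with 91.4 ± 6.1 CPM (SD, n = 3). These are values of whole hippocampal tissue, and the nuRNA-seq profiles of sorted neurons were not analysed here.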

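The H3K4 enzymes examined were the 8 demethylase genes other than Kdm1a (Kdm1b, Kdm2b, Kdm5a, Kdm5b, Kdm5c, Kdm5d, Riox1 and Riox2) and 13 methyltransferase genes (Kmt2a to Kmt2e, Setd1a, Setd1b, Setd7, Smyd1, Smyd2, Smyd3, Prdm9 and Ash1l). Of these 21 genes, 0 had an adjusted p-value under 0.05 over all tested genes and 0 when adjusted over the list alone, and 4 had an unadjusted p-value under 0.05 (Kdm5a, Kdm5d, Riox2 and Smyd1). Their log2FC ranged from -0.25 for Ash1l to 0.53 for Smyd1. Kdm5a, Riox2, Smyd1 and Ash1l overlap Ccdc77, Crybg3, Krcc1 and Dap3, each on the opposite strand. The lowest adjusted p-value was 0.0878 over all genes (Kdm5d, log2FC -0.23, standard error 0.077) and 0.147 when adjusted over the list alone. The count moved most without a filter on low counts, when 4 genes passed the threshold, all with lower expression in Kdm1a-ifKOs (Kdm5a, Kdm5d, Kmt2a and Ash1l). The methyltransferase genes among them had a log2FC of -0.21 for Kmt2a and -0.25 for Ash1l in that fit. Without control replicate 2, 1 gene passed (Kdm5d, log2FC -0.29). After a correction for trends with GC content and gene length, chosen after the data were seen, 1 gene passed (Riox2, log2FC 0.37). As sets, 3 of the 9 demethylase genes with Kdm1a included were higher in Kdm1a-ifKOs (median log2FC -0.03, camera adjusted p = 0.307, fry adjusted p = 0.0444). The fry value came from the deleted gene itself. Without Kdm1a, a test added after the data were seen, 3 of the other 8 genes were higher (median -0.02, camera adjusted p = 0.915, fry adjusted p = 0.965, and at least 0.352 with 1 library left out). Of the 13 methyltransferase genes, 3 were higher (median -0.05, camera adjusted p = 0.533, fry adjusted p = 0.377).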

The analysis also demonstrated the absence of compensatory upregulation of other KDM-encoding genes or the downregulation of lysine methyltransferases (KMT) -encoding genes, at least at the transcriptional level. The RNA-seq screen comparing Kdm1a-ifKOs and control littermates confirmed that Kdm1a ablation did not induce inflammation nor the expression of cell death markers. 

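Lists of inflammation and cell death genes were tested as sets with camera, which compares the genes of a set with all other tested genes, and with fry, which tests the set on its own. Both tests were two-sided and adjusted over the 17 sets tested together. Of the 36 listed inflammation genes, 27 were tested and 20 of these were higher in Kdm1a-ifKOs, with a median log2FC of 0.26 (camera adjusted p = 0.0293, fry adjusted p = 0.377). Over the fits that each left out 1 library, the camera adjusted p-value ranged from 0.000257 to 0.164. It was over 0.05 without Kdm1a-ifKO replicate 3 (0.164) and without control replicate 1 (0.121), and over the other alternatives with camera it lay between 0.0147 and 0.0644. The number of inflammation genes that individually passed an adjusted p-value of 0.05 depended on the fit. It was 6 with DESeq2 and 7 without a filter on low counts. With 1 library left out, it lay between 0 (without control replicate 1) and 5 (without Kdm1a-ifKO replicate 1). With the filter and all 6 libraries, 2 inflammation genes passed in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. These were C1qb (log2FC 0.35, standard error 0.092, adjusted p = 0.0381) and Vcam1 (log2FC 0.42, standard error 0.094, adjusted p = 0.0177, overlapping Gm43109 on the opposite strand), and without Kdm1a-ifKO replicate 3 neither passed (adjusted p = 0.112 and 0.0597). Of the 35 listed cell death genes, 33 were tested and 24 of these were higher, with a median log2FC of 0.08 (camera adjusted p = 0.0565, fry adjusted p = 0.0482). The fry value is 0.0723 once Kdm1a, the deleted gene, is taken out of the demethylase set in the same adjustment. The camera adjusted p-value of this set lay between 0.0526 and 0.143 with 1 library left out and between 0.056 and 0.113 over the other alternatives with camera. In the same gene-wise test, 3 cell death genes passed (Gsdmd, Tnfrsf1a and Tradd). Gsdmd rose from 2.96 ± 0.356 to 6.67 ± 0.687 CPM (SD, n = 3 each), a log2FC of 1.17 (standard error 0.158, adjusted p = 4.09e-04), and its adjusted p-value stayed under 0.05 with any library left out (highest 0.00353). Tnfrsf1a (log2FC 0.48) and Tradd (log2FC 0.50) lost the threshold without Kdm1a-ifKO replicate 3 (adjusted p = 0.0727 and 0.103). Of the 7 sets with a camera adjusted p-value under 0.05, 1 also had a fry adjusted p-value under 0.05 (interneuron markers, 0.0482), which is 0.0723 as well without Kdm1a in that adjustment.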

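With an adjusted p-value under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 229 genes had a log2FC over 1 in Kdm1a-ifKOs and 11 a log2FC under -1, so that 95.4% of these 240 genes were upregulated. The setting that moved the share most was the absence of a filter on low counts, which gave 299 upregulated and 49 downregulated genes (85.9% upregulated), with 228 of the 229 genes among the 299. Among the fits that each left out 1 library, the share was lowest without Kdm1a-ifKO replicate 2, at 88.5% (223 against 29 genes). In all 229 genes, every Kdm1a-ifKO library was above every control library. The groups did not overlap in 5045 of the 16799 tested genes (30.0%), where chance gives 10%. Of the 229 genes, 117 (51.1%) had a mean under 1 CPM in controls, against 9.5% of all tested genes. Their median control expression was 0.952 CPM (quartiles 0.354 and 2.64 CPM), against a median of 18.4 CPM over the tested genes, and their median in Kdm1a-ifKOs was 3.37 CPM. On the log2 scale with a prior count of 1, the median control expression of the 229 genes differed by -4.20 from that of the tested genes, which was lower than in any of 10000 random gene lists of the same size. Of the 229 genes, 1 had no count in any control library and 10 had 1 to 3 counts over the 3 control libraries, for which the fitted log2FC depends on the prior count. At the other end, 19 of the 229 genes had a control mean of at least 10 CPM.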

The great majority of the differentially expressed genes (DEGs) in the hippocampus of Kdm1a-ifKOs were upregulated (252 out of 267, > 94%; p adj <0.05; |log_2_ Fold Change (FC)| > 1; Fig. 1E and Supplementary Data 1) and showed weak or no expression in the hippocampus of control mice (Fig. 1F and Supplementary Fig. 2A). These results indicate that, although Kdm1a neuronal function has been described as bivalent, acting both as transcriptional repressor and activator in developmental processes and cell lines depending on the associated protein complexes^27^, in mature neurons Kdm1a primarily acts as a repressor. 

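The 10 largest increases among genes with at least 1 CPM in Kdm1a-ifKOs and no overlap between the groups were those of C1ql4, Tmem30b, Nags, Zar1, Tcf24, Otop1, Ltbp2, Tcfl5, Nup62cl and Bmp8a. Their highest adjusted p-value was 1.79e-05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and all 10 kept an adjusted p-value under 0.05 when any 1 library was left out. Tcf24 (ENSMUSG00000099032), with 22 counts over the control libraries, rose from 0.388 ± 0.0633 to 40.8 ± 2.94 CPM (SD, n = 3 each), a log2FC of 6.69 (standard error 0.143, adjusted p = 8.8e-12). It overlaps E330040D14Rik on the opposite strand. Tcfl5 had 6 counts over the control libraries and 473 over the Kdm1a-ifKO libraries (log2FC 6.17, standard error 0.341, adjusted p = 9.85e-08) and overlaps Col9a3 on the opposite strand. Zar1 and Otop1 had 1 and 2 control counts against 152 and 230, ratios of 147 (95% counting interval 26.0 to 5852) and 111 (30.5 to 925). Nags had 2 control counts against 284, a ratio of 138 (37.7 to 1141), and overlaps Gm11586 on the opposite strand. Such intervals cover counting error only. Over the more highly expressed of the 16799 tested genes, the median log2FC was -0.0094. It lay between -0.0099 and 0.0163 under the 4 scalings compared. Weakly expressed genes were left out of this median. With the fold change left aside, 1014 genes were higher and 473 lower in Kdm1a-ifKOs at an adjusted p-value under 0.05. These numbers depended on single libraries, with 646 and 137 genes without Kdm1a-ifKO replicate 3 and 735 and 164 without Kdm1a-ifKO replicate 1. They also depended on the filter on low counts, without which 1447 genes were higher and 1090 lower. From the predominance of upregulation and the weak expression of the upregulated genes in controls (Fig. 1E, F), the paper concludes that Kdm1a acts primarily as a repressor in mature neurons.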

Intriguingly, Gene Ontology (GO) enrichment analysis of the upregulated DEGs (upDEGs) retrieved *Biological process* terms not related to neurons, such as *Peptidyl-lysine oxidation*, *Hepatocyte differentiation, Epithelium development* or *Regulation of insulin secretion* (Fig. 1G). There are many examples of upDEGs whose expression is normally restricted to other tissues than the brain. For instance, *Bmp8a* and *Spint1*, two of the most significantly upregulated genes in Kdm1a-ifKO mice, are expressed in endocrine tissues and the gastrointestinal tract, respectively, but not in neurons (NCBI database, www.ncbi.nlm.nih.gov). 

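Bmp8a (ENSMUSG00000032726) lies on chromosome 4 of GRCm38 from 123312645 to 123343252 and overlaps Oxct2a on the same strand. It had 0, 1 and 1 counts in the control libraries and 52, 45 and 44 in the Kdm1a-ifKO libraries, a ratio of 68.3 after normalization (95% counting interval 18.6 to 569), with an adjusted p of 2.72e-06 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Its mean in Kdm1a-ifKOs was 2.41 ± 0.232 CPM (SD, n = 3). Spint1 (ENSMUSG00000027315) lies on chromosome 2 from 119237362 to 119249527 and overlaps no other annotated gene. It had 39, 52 and 53 counts in the control libraries and 635, 656 and 683 in the Kdm1a-ifKO libraries. In CPM, it rose from 2.54 ± 0.437 to 33.7 ± 1.25 (SD, n = 3 each), a log2FC of 3.73 (standard error 0.112, adjusted p = 1.52e-10 in the same test). With 1 library left out, its log2FC ranged from 3.59 to 3.82.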

RNA-seq analysis also unveiled the upregulation of genes that are only expressed in neurons during the early stages of development and become silent in mature neurons. This is the case of *Prph* (peripherin), a component of the cytoskeleton that during adulthood is only expressed in neurons of the peripheral nervous system^28^. 

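Prph (ENSMUSG00000023484) lies on chromosome 15 of GRCm38 from 99055174 to 99058978 and overlaps no other annotated gene. It had 30, 24 and 19 counts in the control libraries and 707, 805 and 710 in the Kdm1a-ifKO libraries. Its expression rose from 1.28 ± 0.275 to 37.9 ± 2.58 CPM (SD, n = 3 each), a log2FC of 4.87 (standard error 0.127, adjusted p = 5.99e-11 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The log2FC stayed between 4.74 and 5.05 with any library left out.

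**Figure D1:**
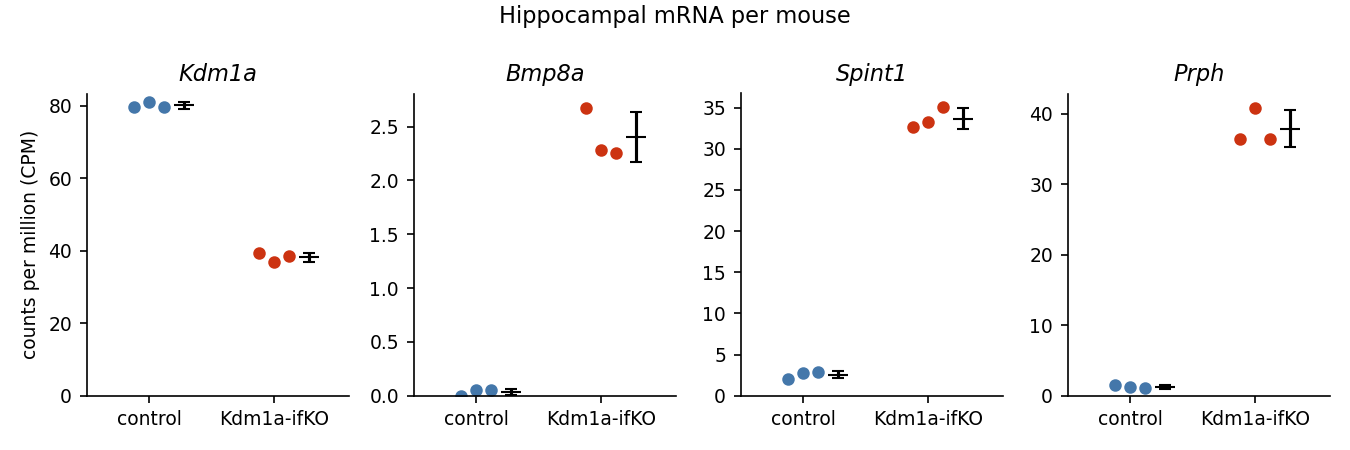
Hippocampal mRNA of Kdm1a, Bmp8a, Spint1 and Prph in CPM (linear axes that start at 0) in 3 control and 3 Kdm1a-ifKO mice. Points are mice and the bars beside them the mean and SD, and in each of the 4 genes the genotypes do not overlap.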

The diversity of GO terms associated with upDEGs suggests a common repressive mechanism for different nonneuronal genes.

To further explore the regulatory circuitry regulated by Kdm1a we analyzed transcription factor (TF) binding enrichment in DEGs. The proteins showing the most significant enrichment in upregulated genes were Suz12 and Ezh2 (Fig. 1H), two essential subunits of the Polycomb Repressive Complex 2 (PRC2) that preferentially bind to cell type-specific repressed gene promoters^29^. 

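Fig. 1H lists the upregulated genes behind each transcription factor. Of the 46 genes it lists for SUZ12 in the ChEA collection, 44 were tested here and all 44 had an adjusted p-value under 0.05 with a log2FC over 1. The same held for 10 of 10 tested genes (11 listed) for EZH2 in ChEA, 6 of 6 for SUZ12 and 6 of 6 for EZH2 in ENCODE. The SUZ12 genes from ChEA had a median of 0.238 CPM in controls and 3.07 CPM in Kdm1a-ifKOs, and the EZH2 genes from ChEA 0.353 and 2.07 CPM. The medians of the ENCODE lists were 0.3 and 1.69 CPM for SUZ12 and 0.204 and 2.01 CPM for EZH2. For CTCF, which the figure also names, 21 of 21 tested genes (23 listed) passed both thresholds, with medians of 0.723 and 3.74 CPM. The study picked these genes from the same libraries, so the counts are not independent evidence. The enrichment itself needs binding collections that were not analysed here.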

Consistent with this result, the transcription start site (TSS) of upDEGs show low accessibility in neuronal-specific ATAC-seq in hippocampal neurons from wild type mice, concomitantly with the absence of histone posttranscriptional modification (hPTM) associated with active transcription (e.g., H3K4me3, H3K27ac), lack of transcriptional co-activators (e.g., CBP) and RNA polymerase II (RNAPII) binding, and a prominent presence of the hPTM H3K27me3 (Fig. 1I). The trimethylation of H3K27 is catalyzed by the PRC2 and numerous publications demonstrate that H3K27me3-rich genomic regions function as silencers to repress gene expression via chromatin interactions^30–32^. H2AK119ub1, a hPTM that stabilizes canonical PRC1 and PRC2 activities^33^, was also highly enriched at the TSS of upDEGs both in the chromatin of neuroprogenitor cells (NPCs) and the postnatal mouse brain (mBrain) (Supplementary Fig. 2B-C). The largest deposition of H3K27me3 in Kdm1a-dependent genes, compared to both, other nonneuronal genes and genes expressed in neurons (Fig. 1J), underscores a cooperative role between Kdm1a and PRC2 in the repression in neurons of genes that are specifically expressed in other cell types. Although previous studies in nonneuronal cells described a physical and/or functional interaction of Kdm1a and the PRC2 complex subunits^34,35^, these analyses indicate that such interaction also occurs in mature neurons in the adult brain. Note that the mediator of this interaction in nonneuronal cells, the long non-coding RNA *Hotair*^35^, is not expressed in mature excitatory neurons (Supplementary Fig. 2D); therefore, alternative mechanisms must be in place.

### Gene derepression is accompanied by dramatic changes in epigenetic profiles

Since *Kdm1a* has a direct impact on the methylation status of H3K4, we next performed chromatin immunoprecipitation coupled with high-throughput sequencing (ChIP-seq) for H3K4me3 and H3K4me1 in the hippocampi of adult Kdm1a-ifKOs and control littermates. H3K4 differentially methylated regions (DMRs) showed an increase of H3K4me3 levels (Fig. 2A; FDR < 0.1: 357 regions), the majority of which overlapped with promoter regions (Supplementary Fig. 3A). Consistent with the association of this hPTM with active transcription, we detected a significant increase of H3K4me3 in the promoter of upDEGs in line with the magnitude of the transcriptional upregulation (Fig. 2B, C and Supplementary Fig. 3B, C). Furthermore, changes in transcript and H3K4me3 levels showed a strong correlation (Supplementary Fig. 3D). In parallel to H3K4me3 increase we observed an apparent depletion of H3K4me1 at the same TSSs (Fig. 2B), confirming the unbalance of H3K4 methylation caused by Kdm1a loss. Since the loss of Kdm1a resulted in increased H3K4 methylation at enhancers in mouse embryonic stem cells^36^, we also looked for changes in enhancer regions but did not observe differences between genotypes (Supplementary Fig. 3E).

**Fig. 2:**
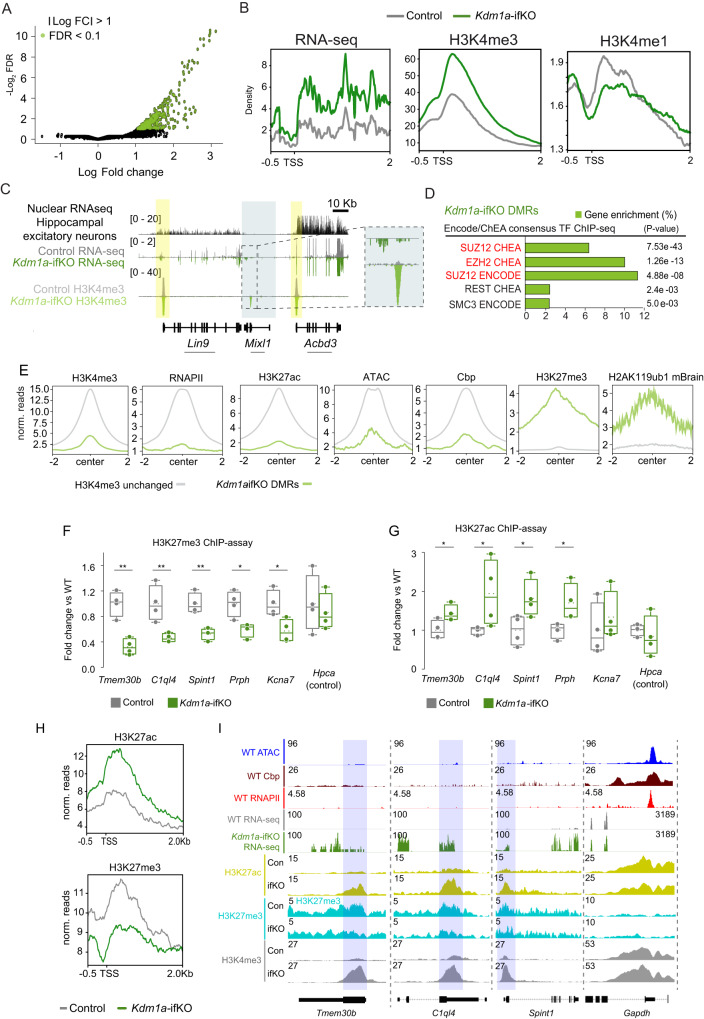
Gene de-repression is accompanied by dramatic changes in the epigenetic profile. **A** Volcano plot of H3K4me3 DMRs (*n* = 2 for CT; *n* = 3 for Kdm1a-ifKO; FDR < 0.1, |log_2_FC | > 1). **B** Density distribution of RNA-seq, H3K4me3, and H3K4me1 reads around the TSS of upDEGs (distance for TSS, −0.5 Kb, and +2 Kb). **C** Genomic snapshot around *Mixl1*, as an example of upregulated gene. The graph shows mRNA-seq and H3K4me3 profiles in the adult hippocampus of Kdm1a-ifKO and control littermates. The upper nuclear RNA-seq track shows that *Mixl1* is not expressed in excitatory forebrain neurons^26^, whereas neighboring genes are highly expressed. Data range is shown in brackets. Arrows indicate the direction of transcription. **D** Enrichment analysis for TF binding at H3K4-DMRs in Kdm1a-ifKOs. Subunits of PRC2 are highlighted in red (Fisher exact test, p adj <0.05; log_2_FC > 1). **E** Graphs show the enrichment for active and repressive marks around the center ( ± 2 Kb) of H3K4-DMRs (green track; FDR < 0.1) compared to regions without changes in H3K4me3 (grey track; FDR > 0.1) in the chromatin of WT mice. **F**, **G** H3K27me3 (**F**) and H3K27ac (**G**) ChIP-assays in Kdm1a-ifKO and control littermates revealed changes in several upDEGs (CT, *n* = 4; Kdm1a-ifKO, *n* = 4*)*. The *Hpca* gene is shown as a negative control. Boxplots indicate median value, interquartile range, minimum and maximum value, and individual data points (two-tailed t-test, **p-val < 0.001; *p-val2 < 0.01). **H** Density distribution of H3K27ac and H3K27me3 reads around the TSS of upDEGs (distance to TSS, −0.5 Kb, and +2 Kb) in Kdm1a-ifKOs and control littermates. Compare with the H3K4me3 and RNA profiles presented in panel 2B. **I** Genomic snapshots show three examples of upDEGs, *Tmem30b*, *C1ql4,* and *Spint1*; and one non-changing gene, *Gapdh*. Chromatin accessibility, CBP, and RNAPII ChIP-seq profiles from hippocampus of adult mice are plotted. Source data are provided as a Source data file.

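Mixl1 (ENSMUSG00000026497) lies on chromosome 1 of GRCm38 from 180693043 to 180697034 and overlaps no other annotated gene. No read was counted on it in the 3 control libraries, and 12, 11 and 14 reads were counted in the Kdm1a-ifKO libraries. Against the limit of 3 counts that a count of 0 allows, it was at least 11.9-fold higher (adjusted p = 1.37e-03 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), at a mean of 0.631 ± 0.0812 CPM (SD, n = 3). The difference kept an adjusted p-value under 0.05 with any library left out (highest 0.00801). The neighboring gene Lin9 had 4.62 ± 0.484 CPM in controls and 3.92 ± 0.422 CPM in Kdm1a-ifKOs (SD, n = 3 each), a log2FC of -0.23 (standard error 0.159, adjusted p = 0.399). On the other side, Acbd3, which overlaps Gm37768 on the opposite strand, had 35.3 ± 2.2 and 33.1 ± 1.73 CPM (SD, n = 3 each), a log2FC of -0.09 (standard error 0.071, adjusted p = 0.456). The differences of both neighbors were within the spread between mice. H3K4me3 profiles were not analysed here.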

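The RNA-seq libraries give the mRNA of these genes in controls and Kdm1a-ifKOs. Tmem30b (ENSMUSG00000034435) lies on chromosome 12 of GRCm38 from 73543402 to 73546392 and had 0, 0 and 1 counts in the control libraries against 56, 66 and 52 in the Kdm1a-ifKO libraries. Its ratio was 169 (95% counting interval 29.9 to 6694, adjusted p = 1.36e-06 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). C1ql4 (ENSMUSG00000001076) lies on chromosome 15 from 99084086 to 99087817 and had 1, 0 and 1 counts in controls against 110, 98 and 123 in Kdm1a-ifKOs, a ratio of 160 (44.0 to 1329, adjusted p = 7.3e-08). Neither gene overlaps another annotated gene. Spint1, the remaining upDEG shown, was higher in 3 of 3 Kdm1a-ifKO mice than in any control mouse. Gapdh (ENSMUSG00000057666), on chromosome 6 from 125161715 to 125166467, overlaps Iffo1 on the opposite strand. It had 13.9 ± 0.846 CPM in controls and 13.6 ± 1.56 CPM in Kdm1a-ifKOs (SD, n = 3 each), a log2FC of -0.03 (standard error 0.102, adjusted p = 0.895), a difference within the spread between mice. The control value lies below the median of 18.4 CPM over the tested genes. Since the authors kept only reads with a high mapping quality, these counts may hold only part of the Gapdh mRNA. They show no change in the reads kept and do not give the level of the gene. Chromatin accessibility, CBP and RNAPII profiles were not analysed here.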

Similar to what was observed for DEGs in Fig. 1H, the factors showing the most significant binding to DMRs in Kdm1a-ifKOs neurons were Suz12 and Ezh2 (Fig. 2D), indicating once more functional interaction between Kdm1a and PRC2. Furthermore, also similar to DEGs (Fig. 1I), DMRs displayed low levels of H3K4me3 and other active transcription marks, alongside high levels of H3K27me3 and H2AK119ub1 within the neuronal chromatin of control mice (Fig. 2E). Since the increase of H3K4 methylation induced by the loss of Kdm1a may cause the disengagement of PRC2 and consequently decrease H3K27 methylation disrupting the positive feedback loop that underlie the repression of transcription at targeted regions^37^, we next assessed whether Kdm1a loss affected the levels of H3K27me3 at upDEGs. ChIP assays revealed a strong reduction of H3K27me3 at promoter regions (Fig. 2F) that was accompanied by an increase in H3K27ac in the same upDEGs (Fig. 2G). To examine these changes genome-wide, we performed ChIP-seq using antibodies against the same hPTMs. We found that Kdm1a-DEGs displayed a reduction of H3K27me3 levels that were consistently associated with an increase in H3K27ac signal in the same genes (Fig. 2H, I and Supplementary Fig. 3F). These changes could not be attributed to the downregulation of PRC1 or PRC2 because the mRNA and protein levels of PRC subunits were similar in Kdm1a-ifKOs and control littermates (Supplementary Fig. 3G, H), and no global reduction of H3K27me3 was observed (Supplementary Fig. 3I). For instance, many classical PRC targets, such as the clusters of *Hox* genes, were unaffected by Kdm1a loss (Supplementary Fig. 3J).

### Topological association between upDEGs

Interestingly, the analysis of the genomic distribution of upDEGs revealed significant enrichment in specific chromosomal domains and a non-random distribution throughout the genome (Fig. 3A, B). 

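For the genomic distribution, upDEGs were the 530 genes with a log2FC over 0.5, and their place was compared with that of the 16731 tested genes with coordinates. The paper tests cytogenetic bands, and whole chromosomes and 5 Mb windows were used here. In one-sided hypergeometric tests, adjusted over the chromosomes, 2 chromosomes were enriched. Chromosome 11 held 65 upDEGs against 42.3 expected (adjusted p = 0.00703), and chromosome 10 held 38 against 23.9 expected (adjusted p = 0.0345). Chromosome 7 followed with 59 against 43.65 expected (adjusted p = 0.0752). Of 70 windows of 5 Mb with at least 3 upDEGs, 1 had an adjusted p-value under 0.05. It spans 115000001 to 120000000 on chromosome 11 and held 14 upDEGs among 122 tested genes, against 3.86 expected (adjusted p = 0.00224). The 14 genes, which are Otop2, Ush1g, Otop3, Myo15b, Trim47, Evpl, Prcd, Mxra7, Tmc8, Tmc6, Afmid, Tk1, Birc5 and Sgsh, were read from the window after its value was seen. The number of enriched chromosomes depended on the list. It was 0 with the 229 genes with a log2FC over 1 and 0 without Kdm1a-ifKO replicate 3, and 3 against a background of all genes counted.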

Kdm1a’s target genes tended to be in closer proximity than would be expected by chance and were often found in pairs or larger clusters. 

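The transcription start sites (TSSs) of consecutive upDEGs on a chromosome (530 genes with a log2FC over 0.5, 510 distances) lay a median of 1137 kb apart. In 10000 random lists of as many tested genes, the median was 2275 kb (two-sided permutation test, p = 0.0002, the smallest these lists can give), with a Kolmogorov-Smirnov D of 0.172 between the distances. Matching the random lists on local gene density, as the number of genes within 500 kb, brought their median down to 1640 kb (permutation p = 0.0002). Random lists from all counted genes had a median of 2677 kb. With 1 gene kept of each run of paralogs, the median was 1193 kb over 520 genes, against 2294 kb in random lists (permutation p = 0.0002). The 229 genes with a log2FC over 1 gave a median of 3787 kb against 5730 kb (permutation p = 0.0004), which is the alternative that moved the distance most. Of the 530 upDEGs, 124 had another upDEG within 100 kb, against a median of 56 in random lists and 81 in density-matched lists, of which none of 2000 exceeded 118.

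**Figure D2:**
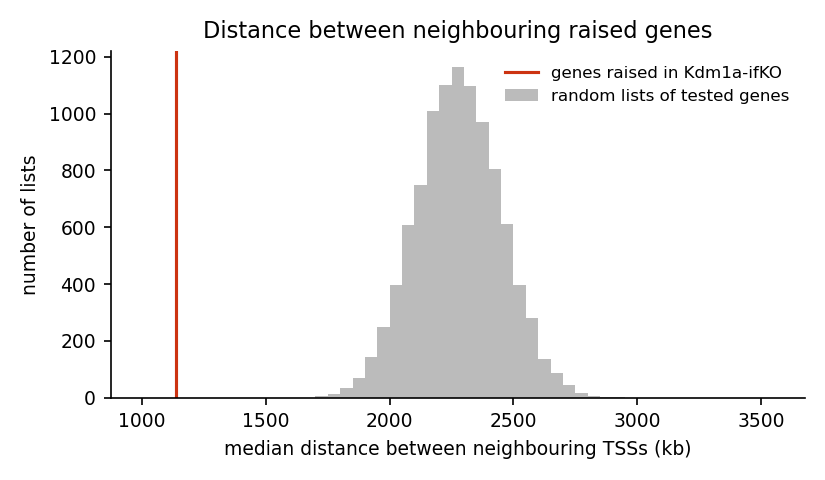
Median distance between the TSSs of neighboring upDEGs (vertical line, 1137 kb) and of 10000 random lists of 530 tested genes (bars, number of lists per 50 kb). All random lists lie to the right of the line.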

We next took advantage of our recent Hi-C analysis in hippocampal principal neurons^26^ to analyze the distribution of DEGs between chromatin compartments A and B, which strongly correlate with euchromatin and heterochromatin, respectively^4^. Regions inside each compartment tend to interact with each other, while interactions between regions in different compartments are virtually absent^38,39^. As expected, most of the genes that are expressed in adult neurons are located into the A compartment (Fig. 3C). Notably, most upDEGs (92%), despite their lack of expression in wild-type neurons, were mapped into the A compartment interspersed with active genes (Fig. 3C, D and Supplementary Fig. 4A) and exhibited a frequency of DNA-DNA interaction with active domains similar to neuronal genes (Fig. 3E). We did not observe a differential distribution of upDEGs between the A1 and A2 sub-compartments defined in^40^ (Supplementary Fig. 4B). Intriguingly, the loss of Kdm1a might also prevent the repression of neuronal genes interspersed in a repressive environment because 60% of the genes downregulated in *Kdm1a*-iKOs located into the B compartment despite being expressed in wild type neurons (Fig. 3C and Supplementary Fig. 4C, D). 

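In Kdm1a-ifKOs, 11 genes had a log2FC under -1 with an adjusted p-value under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Their median control expression was 1.37 CPM, and 0 of them had a control mean under 1 CPM. The count depended on single libraries more than that of the upregulated genes. It was 29 without Kdm1a-ifKO replicate 2 and 4 without Kdm1a-ifKO replicate 1, and 7 of the 11 genes were among the 29. DESeq2 gave 6 genes, of which 3 were among the 11. The 5 largest decreases with at least 1 CPM in controls and no overlap between the groups were those of 9230114K14Rik (log2FC -1.90), Zfp648 (-1.59), Spata18 (-1.41), Gm13713 (-1.30) and Klk10 (-1.26), with adjusted p-values of at most 0.043. Of these, 9230114K14Rik overlaps Gm43180 on the same strand, and Gm13713 and Klk10 overlap Lrrc55 and 2310002F09Rik on the opposite strand. In every fit that left out 1 library, 2 of them (Zfp648 and Klk10) kept an adjusted p-value under 0.05, but with DESeq2 theirs were 0.0516 and 0.0517. Zfp648 fell from 1.09 to 0.358 CPM (adjusted p = 0.00845 in the same edgeR test).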

Only 15 genes were downregulated (p adj <0.05; |log_2_FC | > 1), and they were not further analyzed.

**Fig. 3:**
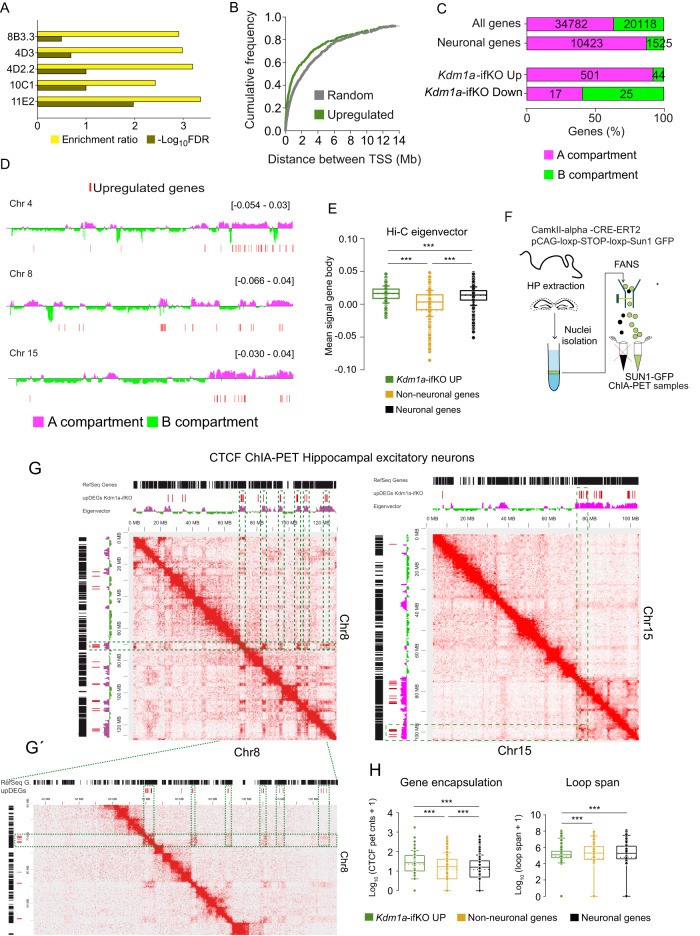
Topological association between upDEGs. **A** Chromosome location enrichment analysis of upDEGs (Kolmogorov–Smirnov test, p adj <0.05; log_2_FC ≥ 0.5). Codes on the Y-axis correspond to the location of cytogenetic bands. **B** Cumulative plot reflects the distance between TSSs of upDEGs, and between TSSs of an equal number of random genes (Kolmogorov-Smirnov test, two-tailed, p adj <0.05; log_2_FC > 0.5; D = 0.14; *p* = 0.00004). **C** Percentage of genes located in compartment A or B for the genesets: all genes, neuronal and nonneuronal genes, and upregulated and downregulated genes in hippocampus of Kdm1a-ifKOs. To increase the scope of the analysis, we included the genes with log_2_FC > 0.5 (587 DEGs: 545 up and 4_2_ down). Note that reads in the Hi-C dataset were binned at 25 kb resolution. **D** Genomic snapshots of upDEGs (red lines) clustering in chromosomes 4, 8, and 15. The location into the A/B compartment is shown. Selection criteria for non-neuronal and neuronal genes were TPM < 5 (14902 genes) and TPM > 5 (11372 genes), respectively, according to data from^26^ **E** Hi-C average interaction frequency^26^ within the gene body of upDEGs, genes expressed in neurons and nonneuronal genes not affected by Kdm1a loss (Mann-Whitney U Statistic, two-tailed, pval ***<0.0001). Box plots indicate median value, interquartile range, minimum and maximum value, and individual data points. **F** Scheme of isolation of Sun1-GFP tagged nuclei. **G**–**G’** 2D visualization of CTCF-dependent chromatin interaction at excitatory hippocampal neurons from WT mice. Intrachromosomal interactions at Chr5 (0Mb-104Mb) and Chr8 (0Mb-120Mb) are shown. Black bars: referenced genes at chr8 or chr15. Green dashed line boxes: intrachromosomal loops between upDEGs. **H** Boxplots present the quantification of CTCF interaction in the sets of upDEGs, nonneuronal genes and neuronal genes. The left panel shows the summation of ChIA-PET counts at CTCF loops encompassing the gene body. The right panel shows the loop span measured as the average distance between the CTCF peaks that encapsulate the upDEGs (Mann–Whitney U Statistic, two-tailed, pval ***<0.0001). Box plots as indicated in panel E. Source data are provided as a Source data file.

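At a log2FC over 0.5 and an adjusted p-value under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 530 genes were upregulated and 47 downregulated, so that 91.9% of these genes were upregulated. DESeq2 gave 465 and 49 genes, of which 453 and 29 were the same genes. The number of downregulated genes ranged from 20 without Kdm1a-ifKO replicate 1 to 93 without Kdm1a-ifKO replicate 2, and was 85 without control replicate 1. The copy of Supplementary Data 1 used here lists 537 upregulated and 41 downregulated genes, fewer of each than the paper's text gives. Of these, 554 were tested here, all with the direction the paper gives, and 545 also passed both thresholds here. The log2FC here and in that list differed by a median of 0.001.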

Since CTCF motifs are highly enriched at the regulatory regions of upDEGs (Fig. 1H), we hypothesized that Kdm1a-sensitive genes might be connected through CTCF interactions^41^. Supporting this view, the elimination of PRC2 in postmitotic neurons, similar to Kdm1a, triggers the expression of nonneuronal genes^42^. Furthermore, many upDEGs directly bind CTCF^43^ (Supplementary Fig. 4E, F), and a differential expression screen in peripheral neurons of CTCF conditional KOs^44^ retrieved transcriptional changes that overlapped with upDEGs (Supplementary Fig. 4G). To test the hypothesis that Kdm1a-sensitive genes associate through CTCF looping, we analyzed CTCF-dependent interactions in excitatory neurons in the adult hippocampus using a reporter strain that allows the tagging and sorting of nuclei from excitatory hippocampal neurons^26^ (Supplementary Fig. 4H). Sorted nuclei were used for Chromatin Interaction Analysis by Paired-End Tag Sequencing (ChIA-PET), a technique that combines chromatin proximity ligation with ChIP-based enrichment^45^ (Fig. 3F). 

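The CTCF ChIA-PET experiment comprised 1 library of sorted nuclei of hippocampal excitatory neurons, so its values have no replicates. The nuclei came from mice of the reporter strain after tamoxifen and not from Kdm1a-ifKOs. ChIA-PET joins DNA fragments held together by CTCF, and each pair of joined fragments is read as a paired-end tag (PET). The authors processed the reads with ChIA-PIPE on mm10, called CTCF peaks with MACS2, and kept the loops within a chromosome that had at least 3 PETs and both anchors in peaks. The values used here are these loops, with the raw PET count of each. The read depth before loop calling is not known from them, and no interval is given. There were 27786 loops with 305716 PETs in all. The median PET count was 5 and the highest 1242, and 8655 loops (31.1%) had the minimum of 3. The median span between anchor midpoints was 115 kb (quartiles 43.8 and 256 kb). A small number of loops were much longer. The 262 loops (0.94%) over 2 Mb had a median PET count of 3 and contained 66.8% of the tested genes, and the longest spanned 153 Mb. Loops were joined to genes by GRCm38 coordinates, and none ended beyond its chromosome. Since there is 1 library, sets of genes were compared with 10000 random gene lists of the same size, and the percentile among them is a description without a p-value.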

The ChIA-PET analysis (Supplementary Data 2) unveiled the interaction among upDEGs situated within the same chromosomal domains, suggesting the potential for proximate upDEGs to be physically brought closer together (in a 3D space) through CTCF interactions (Fig. 3G–G´). 

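A pair of genes was counted as joined when a loop had an anchor within 10 kb of the body of each. Of the 530 upDEGs with a log2FC over 0.5, 79 formed 48 joined pairs. Random lists of tested genes matched on gene density gave a median of 21 pairs (95% of lists between 12 and 32), and none of the 10000 gave more than the upDEGs. Unmatched lists gave a median of 14 pairs (7 to 23). When the upDEGs were moved together along the tested genes of each chromosome, so that their spacing in gene order but not in bp was kept, the median was 30 pairs (19 to 43) and the 48 pairs stood at the percentile 99.54. Pairs of tested genes matched on the distance between TSSs, a comparison chosen after the data were seen, gave a median of 38 pairs (27 to 49), with the upDEGs at the percentile 96.69. Most of the difference from the density-matched lists was therefore also seen between other genes at the same distances. With the 229 genes with a log2FC over 1, which is the alternative that moved the count most, there were 13 pairs against a median of 4. The fits that each left out 1 library gave between 31 pairs (without Kdm1a-ifKO replicate 1) and 39 pairs. The 79 genes fell into 35 groups, 28 of 2 genes and 7 of 3 or more. The largest groups were Samd1, 2210011C24Rik, Palm3 and Il27ra on chromosome 8 (83997672 to 84042589) and Tmc8, Tmc6, Afmid and Tk1 on chromosome 11 (117765988 to 117839908). The next were Borcs6, Hes7 and Alox12b on chromosome 11 (69059717 to 69169792), Dhrs3, Tnfrsf1b and Tnfrsf8 on chromosome 4 (144892827 to 145315164), and Tmco4, Htr6 and Nbl1 on chromosome 4 (138972888 to 139092993). In the groups of chromosomes 8 and 11, Palm3 overlaps Il27ra, Tmc8 overlaps Tmc6, and Tk1 overlaps Afmid, each on the opposite strand. There, Borcs6 and Hes7 overlap 9330160F10Rik and 9130213A22Rik on the opposite strand, and 2210011C24Rik overlaps Mir1199 on the same strand. 2210011C24Rik, Palm3, Il27ra, Tmc8, Hes7 and Tmco4 had adjusted p-values between 0.0694 and 0.129 without Kdm1a-ifKO replicate 1. Nbl1 was the most abundant of these genes, with 70.3 ± 3.85 CPM in controls and 145 ± 8.19 CPM in Kdm1a-ifKOs (SD, n = 3 each, log2FC 1.05, adjusted p = 1.39e-07 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Prph and C1ql4 on chromosome 15 formed a joined pair. The strongest pairs, read from the list after their values were seen, were Arsi and Slc6a7 with 630 summed PETs and Adamts14 and Pald1 with 387. Of the 630 PETs, 627 belong to a loop with anchors from 60917063 to 60956084 and from 60958812 to 60985713 on chromosome 18. These anchors almost adjoin and are far wider than the median anchor of 1351 bp. The count is therefore not comparable with that of a pair joined by narrow anchors, and its cause was not tested. From loops between upDEGs, the paper proposes that CTCF interactions have the potential to bring neighboring upDEGs physically closer together (Fig. 3G).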

Similar results were observed when we crossed the genomic location of DEGs with Hi-C interaction maps for hippocampal excitatory neurons in the adult mouse brain^26^ and in embryonic cortical neurons^46^ (Supplementary Fig. 4I–K). 

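For each gene, the PET counts of all loops that contain its whole body between their outer anchor edges were summed. The median of log10(1 + summed PET count) was 1.423 over the 530 upDEGs with a log2FC over 0.5 (25.5 PETs). Over the 12625 other tested genes with a mean of at least 5 TPM in controls it was 1.204 (15 PETs), and over the 35157 remaining genes it was 1.176 (14 PETs). The difference of 0.219 from the expressed genes and that of 0.247 from the other genes were larger than in any of 10000 random lists. Against lists matched on gene length the difference from the expressed genes was 0.168, and against lists matched on length and gene density it was 0.144, both larger than in any list. Restricting the loops to a PET count of at least 10 moved this result most, since the median gene of each group then lay in no loop and the differences were 0.000. A loop contained 91.3% of the upDEGs, 82.8% of the expressed genes and 76.4% of the other genes. The mean span of the containing loops, as the distance between anchor midpoints with 0 for genes in no loop, had a median log10(1 + span in bp) of 7.157 for upDEGs (14.3 Mb), 7.151 for expressed genes (14.2 Mb) and 7.088 for other genes (12.2 Mb). The upDEGs stood at the percentiles 53.42 and 79.97 of the random lists, so that no difference was seen by this measure. The direction changed with the setting. Among genes inside at least 1 loop, the mean span of upDEGs was smaller, by -0.115 in log10 against expressed genes (percentile 0.27) and by -0.138 against other genes (percentile 0). With loops of at least 5 PETs and genes in no loop kept as 0, it was larger than that of expressed genes by 0.267 (percentile 99.64). Against other genes it was then larger by 0.290 (percentile 96.32). Fewer upDEGs than other genes lie in no loop, so the 0 values lower the medians of the compared groups more. The shortest containing loop, a measure chosen after the values were seen, was a median of 128 kb for upDEGs, 184 kb for expressed genes and 230 kb for other genes. Its difference in log10 was -0.160 from expressed genes (percentile 0) and -0.070 against lists matched on length and density (percentile 3.04).

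**Figure D3:**
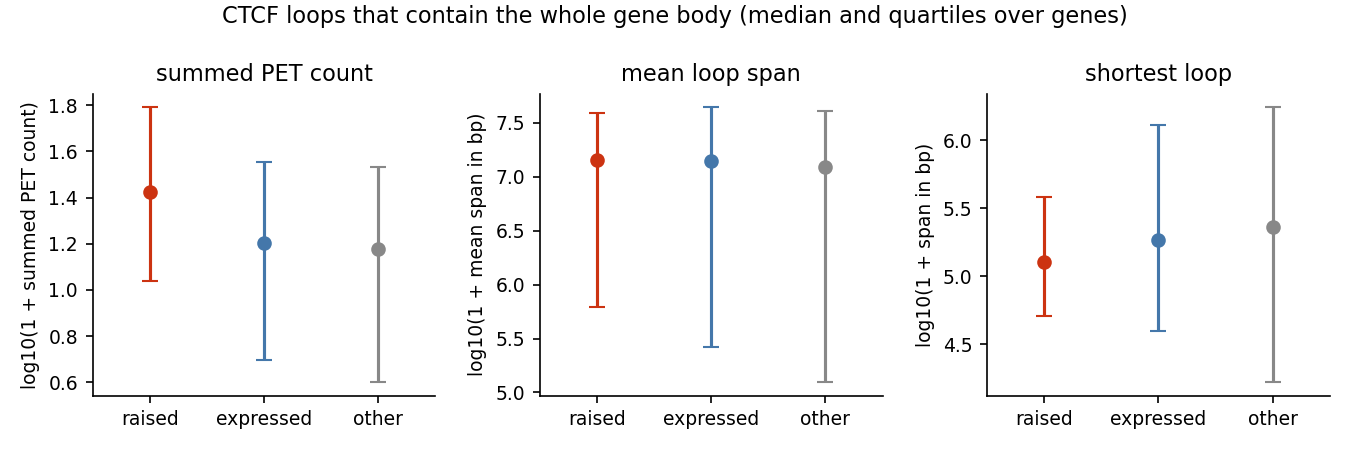
CTCF loops that contain the whole gene body, for 530 upDEGs (raised), 12625 expressed and 35157 other genes, as log10(1 + value) of the summed PET count, the mean span in bp and the shortest span in bp. Points are medians over genes and bars the quartiles, and the axes do not start at 0. Genes in no loop enter with a value of 0. The medians of the summed PET count are 1.423, 1.204 and 1.176, those of the mean span lie between 7.088 and 7.157, and those of the shortest loop are 5.106, 5.265 and 5.361.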

ChIA-PET data also revealed that Kdm1a-sensitive genes show a stronger association with CTCF and locate, on average, in smaller loops than both neuronal genes and nonneuronal genes not affected by Kdm1a loss (Fig. 3H). These findings suggest that Kdm1a loss preferentially affects PRC2-repressed genes that are clustered into an active genomic environment and are subjected to tight topological control.

### Topological association between Kdm1a and its target genes

To explore the relationship between transcriptional and epigenetic changes and Kdm1a binding in neurons, we next conducted a ChIP-seq experiment using Kdm1a antibodies. The profile for Kdm1a binding in hippocampal chromatin of adult mice was very similar to that in adult mouse prefrontal cortex (PFC)^47^ (Supplementary Fig. 5A). Kdm1a binding was observed at promoters and enhancers with high levels of H3K4me3, RNAPII, H3K27ac, CBP and accessibility and low levels of the repressive mark H3K27me3 (Fig. 4A and Supplementary Fig. 5B). This pattern sharply differs from that found in Kdm1a-ifKO upDEGs (Fig. 1I). Further analyses indicated that Kdm1a resides in the A compartment together with the genes deregulated upon its removal (Fig. 4B) although it does not directly bind to most of them. Only a relatively small percentage of the most upregulated genes showed prominent Kdm1a binding in the ChIP-seq analysis (log_2_FC > 1: 27 genes; 10.7%; Supplementary Fig. 5C, D). These results raised the question of how an epigenetic repressor that binds to active genes exerts its repressive function on targets that are far-off in a linear genome.

**Fig. 4:**
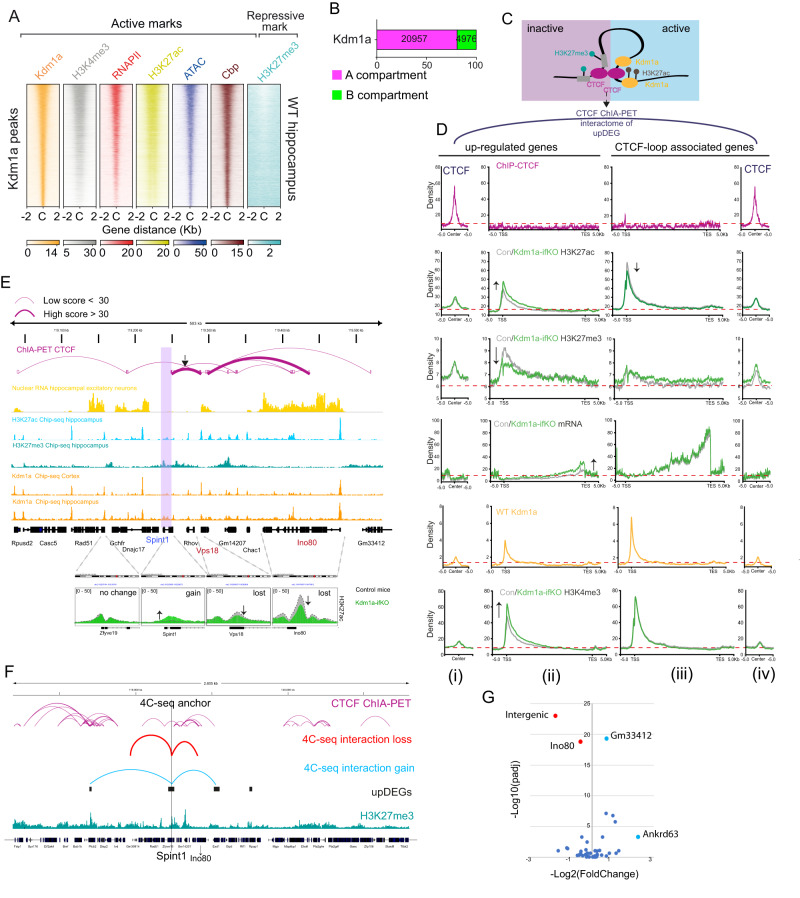
Topological association between Kdm1a and its target genes. **A** Heatmaps of active and repressive marks in the chromatin of WT mice ( ± 2 kb of Kdm1a peaks). **B** Distribution of Kdm1a peaks between chromatin compartments. **C** Schematic illustration of CTCF connection in upDEGs. **D** Density plots showing ChIP-seq signal for H3K27ac, H3K27me3 and H3K4me3 in CTCF loops associated with upDEGs in hippocampal chromatin of control and Kdm1a-ifKO mice. Four graphs are presented for each hPTM corresponding to (i) ±5 kb window centered on the CTCF peaks directly linked to the upDEGs; (ii) upDEGs metagene; (iii) metagene for the CTCF-loop associated genes; and (iv) ±5 kb window centered on the CTCF peaks directly linked to the upDEG-associated genes. Transcript levels in control and ifKO mice, and CTCF and Kdm1a density plots in WT hippocampal chromatin are also shown. **E** Genomic profiles and CTCF ChIA-PET interactions at the *Spint1* locus (purple box). CTCF loops bring the H3K27me3-enriched *Spint1* gene closer to active genes *Vps18* and *Ino80*. The lower panels show H3K27ac levels in the chromatin of control and Kdm1a-ifKOs at *Spint*1 and neighbour genes linked through first and second-order CTCF connections. *Vps18* and *Ino80* show lower levels of H3K27ac in Kdm1a-ifKOs, in parallel to the increase for this hPTM in *Spint1*. The dashed line represents H3K27ac density in control mice. Transcript levels are shown in the yellow track. **F** 4C-seq interaction profiles using the *Spint1* promoter as viewpoint (anchor). Interactome profiles were generated using the hippocampus of Kdm1a-ifKO (*n* = 3) and control mice (*n* = 3). Significant reduction in the interaction of *Spint1* was observed with the gene body of *Ino80* and with an intergenic region (in red), while a higher interaction frequency was observed with *Gm33412* and *Ankrd63* (in blue), which are also upregulated in Kdm1a-ifKO neurons. The position of upDEGs is indicated with black boxes; the tracks for H3K27me3 ChIP-seq and CTCF-ChIA-PET interactions are shown. **G** Volcano plot showing the most significant changes on interaction frequencies in the 4C-seq generated with *Spint1* as viewpoint (likelihood ratio test, pval <0.1). Source data are provided as a Source data file.

One possible explanation would be that topological interactions bring Kdm1a to the proximity of its targets (Fig. 4C). Supporting this hypothesis, some CTCF loops presented H3K27me3 at one CTCF anchor and H3K27ac and Kdm1a at the opposite one (Supplementary Fig. 6A). We observed that many upDEGs were involved in CTCF loops that approached the H3K27me3-rich region at the gene body of upDEGs to H3K27ac-rich regions occupied by Kdm1a (Supplementary Fig. 6B, C). To explore in greater detail this pattern, we plotted the metagene profiles for both the upDEGs and the genes connected to the other side of the CTCF loop. The metagene graphs showed that the increase in transcript level for upDEGs was not accompanied by transcriptional changes in the highly transcribed associated genes. However, in the case of H3K27ac we observed an apparent transfer of this mark between the active gene and the upDEGs, in parallel to an increase of H3K4me3 and a reduction of H3K27me3 in the chromatin of Kdm1a-ifKO mice (Fig. 4D). 

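The genes at the other side of the loops were taken as the tested genes that were not upDEGs (log2FC over 0.5), had a control expression at or above the median of tested genes, and were joined by a loop to an upDEG. There were 587 such genes. Their median log2FC was 0.02, and 339 of them were higher in Kdm1a-ifKOs (camera adjusted p = 0.000473 against 8321 expressed genes, fry adjusted p = 0.377). This shift is small beside the increase of the upDEGs, and its direction depended on a correction for trends with GC content and gene length. After that correction, chosen after the data were seen, the median was -0.02, 231 of 520 genes were higher and the camera adjusted p-value was 0.0033 in the downward direction. Over the alternatives with camera that were set in advance, the adjusted p-value ranged from 0.000291 to 0.00363, and with 1 library left out from 4.57e-06 to 0.0394. Among those alternatives, the replicate block with the same correction also turned the direction downward (median -0.014, adjusted p = 0.00363).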

The snapview for the interaction between *Spint1* and two highly transcribed genes, *Vps18* and *Ino80*, that are topologically connected to *Spint1* according to the ChIA-PET data, illustrates this effect (Fig. 4E; Supplementary Fig. 6D shows another example loop).

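Spint1, Vps18 and Ino80 lie within a stretch of chromosome 2 of GRCm38, Vps18 from 119288740 to 119298453 and Ino80 from 119373042 to 119477687. A loop with a PET count of 37 joins Spint1 and Vps18, with anchors from 119248423 to 119253614 and from 119287226 to 119290121 and a span of 37.7 kb. A pair of loops joins Vps18 and Ino80. The stronger has a PET count of 54, with anchors from 119295480 to 119301847 and from 119411294 to 119417542 and a span of 116 kb. The weaker has a PET count of 7 and a span of 137 kb. No loop of the list joins Spint1 and Ino80 directly. Within 10 kb of the gene body there were anchors of 3 loops for Spint1, 7 for Vps18 and 4 for Ino80. In the RNA-seq libraries, Vps18 had 56.1 ± 4.26 CPM in controls and 57.2 ± 2.6 CPM in Kdm1a-ifKOs (SD, n = 3 each), a log2FC of 0.03 (standard error 0.067, adjusted p = 0.846 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Ino80 had 39.5 ± 2.92 and 34.6 ± 0.421 CPM, a log2FC of -0.19 (standard error 0.068, adjusted p = 0.101).

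**Figure D4:**
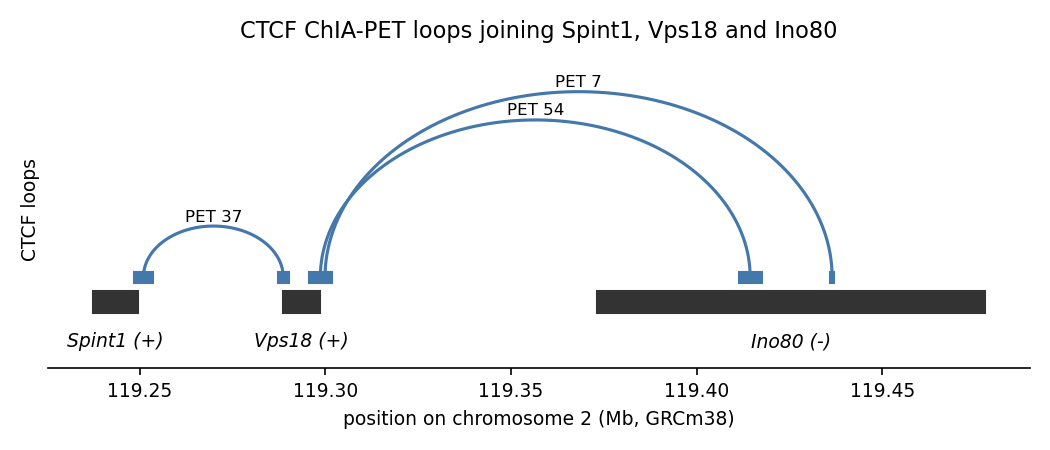
CTCF ChIA-PET loops that join Spint1, Vps18 and Ino80 on chromosome 2 (position in Mb, GRCm38, to scale). Dark boxes are genes with their strand, blue boxes are loop anchors, and arcs are loops with their PET counts of 37, 54 and 7. The height of an arc follows its span.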

We next investigated whether the absence of Kdm1a affected the interactions of the *Spint1* promoter. To assess this, we used chromosome conformation capture sequencing (4C-seq) to examine the short and long-range chromatin interactions of *Spint1*, a representative upregulated gene (Supplementary Fig. 6E). Comparing the 4 C results between Kdm1a-ifKO and control mice, we observed a decrease in the frequency of interactions between the *Spint1* and *Ino80*, along with higher interaction frequencies with other genes that are also upregulated in Kdm1a-ifKO neurons (Fig. 4F, G, Supplementary Fig. 6F–H and Supplementary Data 3). These results suggest that upon Kdm1a’s removal, the boundaries of the three-dimensional structure that encompasses Kdm1a-sensitive genes weaken, allowing for the spreading of active marks into the repressed genes.

### Kdm1a is involved in chromatin compartmentalization

To clarify the mechanisms by which Kdm1a contributes to the maintenance of chromatin boundaries in a 3D space, we first tested whether Kdm1a loss destabilized CTCF loops. ChIP experiments in hippocampal chromatin of Kdm1a-ifKOs and control littermates demonstrated that the binding of CTCF to upregulated genes was not affected by the loss of Kdm1a (Supplementary Fig. 6I). This result indicates that although Kdm1a repressor activity may depend on CTCF-mediated chromatin folding, its loss did not affect CTCF binding.

Next, we tested whether the distribution of active and inactive compartmentation was perturbed in the nucleus of Kdm1a-ifKO neurons. We used super-resolution microscopy to explore the spatial distribution of Kdm1a, H3K27me3, and H3K27ac inside the nucleus of hippocampal neurons. In agreement with ChIA-PET results, the images revealed the presence of Kdm1a in the proximity of some H3K27me3 puncta (Fig. 5A; separation between the centroids of Kdm1a and H3K27me3 puncta: 86 ± 27 nm). In control mice, H3K27me3 puncta were predominantly associated with highly condensed chromatin structures^48^, such as chromocenters and peripheral heterochromatin, while excluding the core region of chromocenters. In contrast, H3K27me3 puncta were more diffuse in Kdm1a-ifKOs than in controls (Fig. 5B). Quantification of 2D plot images in CA1 neurons confirmed that ifKOs display smaller H3K27me3 puncta and a more dispersed signal, particularly noticeable around the chromocenters, compared to the control group (Supplementary Fig. 7A). However, there was no significant reduction in H3K27me3 levels (Supplementary Fig. 7B). We also compared the nuclear pattern in control and Kdm1a-ifKOs 6 and 18 months after TMX treatment (i.e., 8- and 20-month-old mice), and found that H3K27me3 disorganization progressed with age (Supplementary Fig. 7C). In fact, 20-month-old Kdm1a-ifKOs displayed a significant decrease in the intensity of H3K27me3 labeling (Fig. 5C and Supplementary Fig. 7B) in addition to more prominent dispersion of the signal surrounding the chromocenters.

**Fig. 5:**
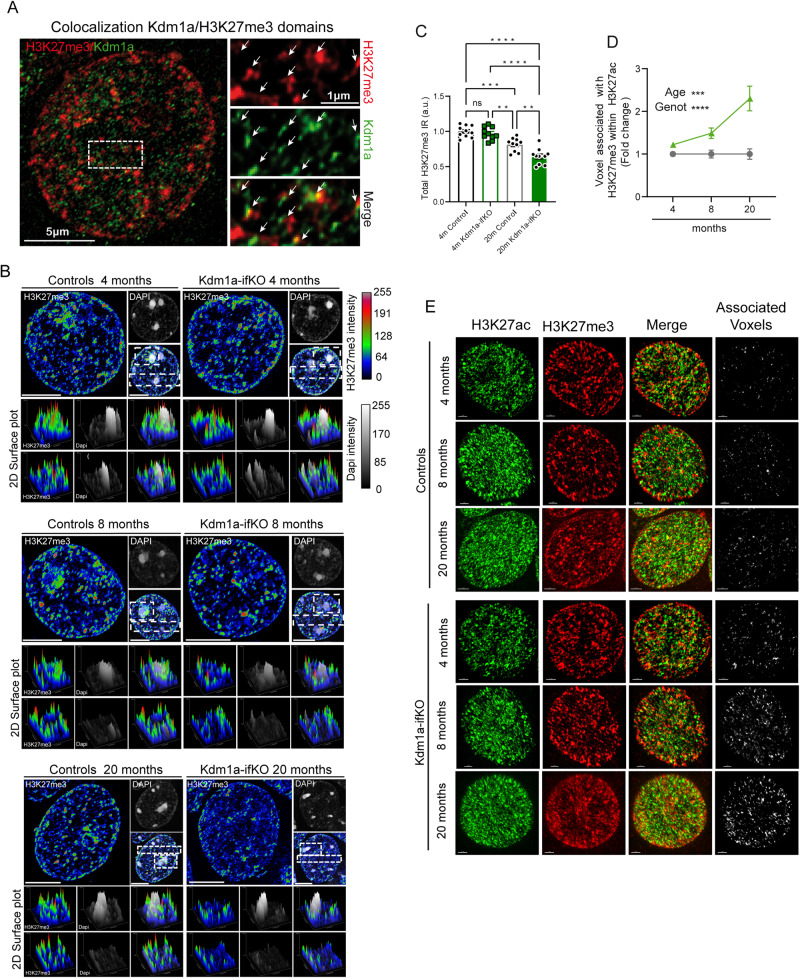
Altered chromatin compartmentalization in Kdm1a-ifKOs progresses with age. **A** Super-resolution images show the colocalization of Kdm1a and H3K27me3-immunoreactivity in the nucleus of CA1 pyramidal neurons in WT mice. **B** Representative super-resolution images show the disorganization of H3K27me3 condensed aggregates in the nucleus of Kdm1a-ifKO neurons from 4- (top panels), 8- (middle panels) and 20-month-old (bottom panels) mice compared to control littermates. The distribution of H3K27me3 puncta at selected regions (white boxes) is shown as a 2D surface plot in the panels below. Fluorescence intensity of H3K27me3 and DAPI labeling is represented with a color gradient. The red signal indicates the highest detected H3K27me3 signal intensity and the blue the lowest. Scale bar: 5 μm. **C** Measurement of H3K27me3-immunoreactive signals in the nucleus of CA1 hippocampal neurons (*n* = 10) of 4-, 8- and 20-month-old Kdm1a-ifKO and control littermates (4 m, *n* = 3; 20 m, *n* = 4 per genotype). Tukey’s multiple comparison test, two-sided, ****p-val < 0.0001; ***p-val < 0.001; **p-val < 0.01. **D** Quantification of association between H3K27me3-positive voxels and H3K27ac signal in Kdm1a-ifKOs and control mice at different ages (4 m, *n* = 15 cells; 8 m, *n* = 10 cells; 20 m, *n* = 11 cells). The quantification of voxels with overlapping signals revealed that the proportion of H3K27me3-positive voxels with H3K27ac signal increased with age in Kdm1a-ifKOs compared to control mice (4 m, *n* = 3 mice; 8 m, *n* = 2 mice; 20 m, *n* = 4 mice per genotype; two-way ANOVA: ****p-val < 0.0001¸***p-val < 0.001). **E** Representative super-resolution images show the increased coincidence of H3K27me3 and H3K27ac signals in the nucleus of Kdm1a-ifKO neurons from neurons from 4-, 8- and 20-month-old mice compared to control littermates. Scale bar: 2 μm. Data are presented as mean values ± SEM in (**C**) and (**D**). Source data are provided as a Source data file.

We next investigated if the replacement of H3K27me3 by H3K27ac observed in ChIP-seq tracks of upregulated genes in Kdm1a-ifKOs (Fig. 2I) had a correlate in super-resolution images. The co-labeling with H3K27ac and H3K27me3 revealed a higher number of voxels in which the two signals coexist in the images from Kdm1a-ifKO than in those from control mice. (Fig. 5D, E). Like the aforementioned changes in the H3K27me3 distribution, the colocalization of the two marks also became more pronounced with age. Similar results were obtained when the overlap between H3K27me3 and H3K27ac was quantified using Mander’s coefficient (Supplementary Fig. 7D). These data indicate that the epigenetic dysregulation unveiled in the multi-omic analysis is also reflected in alterations in subnuclear compartmentalization of epigenetic marks within neuronal nuclei.

### Kdm1a has liquid-liquid phase separation properties

The biophysics of liquid phases has recently emerged as critical for understanding nuclear compartmentalization^8^. For instance, recent studies indicate that altering liquid–liquid phase separation compromised the 3D genome organization without disturbing CTCF binding^49,50^. It has been also recently shown that many epigenetic regulators, including several KDM proteins, have LLPS-inducing properties^51^. Therefore, we next explored if Kdm1a also has these properties. Several algorithms predicted that Kdm1a has an intrinsically disordered region (IDR) in its amino terminal (Fig. 6A, B, Supplementary Fig. 8A, B) a feature that is consistently found in phase separation proteins (PSPs). Furthermore, additional bioinformatical analyses indicated that Kdm1a has phase separation properties comparable to well-stablished PSPs, such as Mecp2, HP1alpha, MED1 and RNAPII (Supplementary Fig. 8C–E). To validate these predictions, we overexpressed human Kdm1a fused to GFP (Supplementary Fig. 8F) in HEK293 cells and found that it formed condensed droplets, which is a feature of PSPs. These condensates showed fusion and fission events (Fig. 6C) and fluorescence recovery after photobleaching (FRAP) with a kinetic compatible with LLPS (Fig. 6D). Furthermore, the droplets rapidly disappeared after treating the cultures with 1,6-hexanediol, a compound with LLPS disruption properties (Fig. 6E, F)^52^. These results are consistent with recent experiments demonstrating that purified KDM1A protein formed phase-separated liquid compartments in vitro^53^. Therefore, although Kdm1a is not involved in CTCF binding or looping, it might alter phase distribution around the complex and, consequently, the topological interactions of upDEGs.

**Fig. 6:**
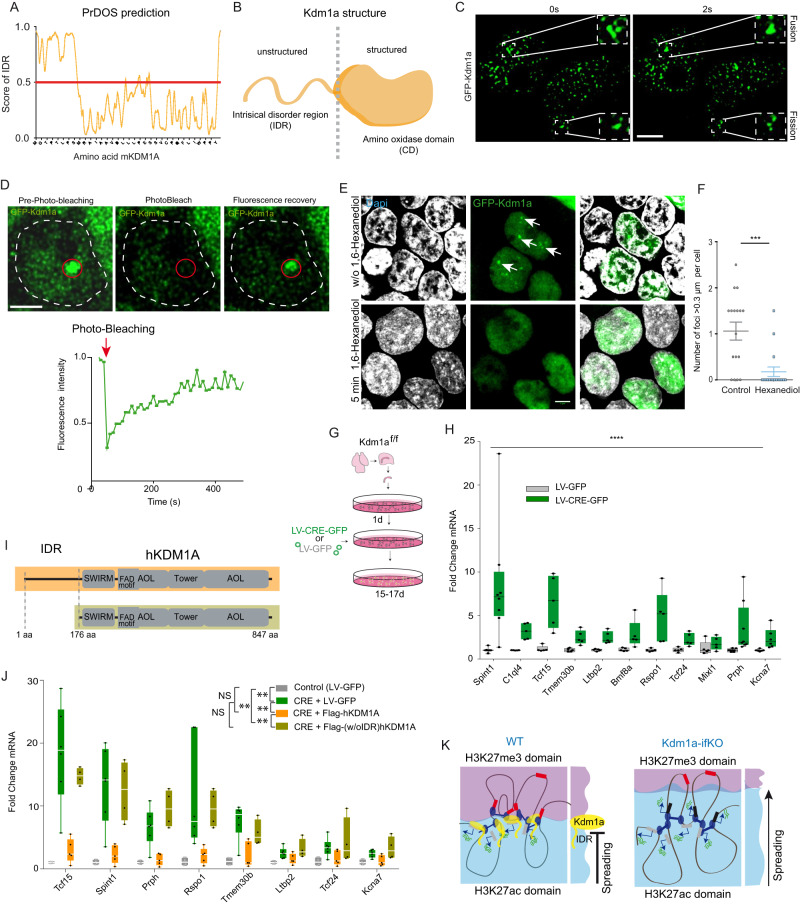
Kdm1a condensates exhibit LLPS properties. **A** The PrDOs algorithm identified intrinsically disordered regions at the N-terminus of mouse Kdm1a. **B** Kdm1a scheme illustrating the separation of the IDR and catalytic domain. **C** Time-lapse images of the nuclei of HEK293 cells expressing GFP-Kdm1a. Fusion and fission events of Kdm1a puncta were captured in a 2 second interval. Scale bar: 5 µM. **D** GFP-Kdm1a expression in HEK293 cells produces green-fluorescent puncta with rapid fluorescence recovery after photobleaching (FRAP) (*n* = 4 independent experiments) Scale bar: 2.5 µM. **E** GFP-Kdm1a droplets disappeared few minutes after treatment with 1,6-hexanediol. Scale bars: 5 µM. **F** Quantification of GFP-Kdm1a foci > 0.3 µm per cell before and after 1,6-hexanediol treatment. (*n* = 17 cells in 3 independent experiments; Mann-Whitney test, two-tailed: ***pval = 0.0004). Scatter plot represents mean ± SEMs. **G** Scheme of experiments in hippocampal PNCs. E17 *Kdm1a* ^*f/f*^ embryos infected with a lentiviral vector co-expressing CRE recombinase and GFP (LV-CRE-GFP) or a control lentiviral vector that only expresses GFP (LV-GFP). The same elements (created by B.dB.) in a different order were used in^80^ (Lipinski et al., KAT3-dependent acetylation of cell type-specific genes maintains neuronal identity in the adult mouse brain. *Nat Comm* 2020 May 22;11(1):2588. 10.1038/s41467-020-16246-0). **H** RT-qPCR analysis demonstrates that de-repression of upDEGs also occurs in Kdm1a-deficient PNCs. (control, *n* = 3; CRE, *n* = 3; two-way ANOVA: ****p-val < 0.0001). Boxplots indicate median value, interquartile range, minimum and maximum value, and individual data points. **I** Schematic representation of the human Kdm1a variants used in rescue experiments. **J** RT-qPCR analysis demonstrates that hKDM1A protein restores non-neuronal genes repression in Kdm1a-deficient PNCs. However, a truncated KDM1A protein lacking the N-terminal IDR is unable to restore the transcriptional phenotype found in Kdm1a-deficient PNCs. (control, *n* = 4; CRE, *n* = 6; Flag-hKDM1A, *n* = 5 and Flag-(w/oIDR)hKDM1A, *n* = 4; two-way ANOVA: **p-val2 <  0.001; NS pval >0.01). Boxplots as indicated in panel H. **K** Schematic model of Kdm1a function at the boundary of H3K27me3 and H3K27ac domains. The loss of Kdm1a causes changes in H3K4 methylation levels, alters the balance between H3K27me3/H3K27ac and disrupts chromatin compartmentalization leading to the de-repression of PCR2-repressed nonneuronal genes that interact with active loci. Kdm1a’s IDR is essential to maintain non-neuronal repression, suggesting that liquid-liquid phase separation is involved in the transcriptional and epigenetic alterations described in Kdm1a-ifKOs. Source data are provided as a Source data file.

Next, to investigate if the PSP property of Kdm1a is necessary for the derepression of Kdm1a’s target genes, we turned to primary neuronal cultures (PNCs) produced from *Kdm1a* ^*f/f*^ embryos (Fig. 6G). First, we verified through RT-qPCR assays that ablation of Kdm1a in hippocampal PNCs infected with a Cre-recombinase-expressing lentivirus (Supplementary Fig. 8G, H) displayed the activation of upDEGs identified in our RNA-seq screen in adult Kdm1a-ifKOs (Fig. 6H). Then, we tested whether the expression of a full-length human isoform of Kdm1a (lacking the alternative exon 2a and the neuron-specific miniexon 8a) prevented the activation of non-neuronal genes. RT-qPCR analysis demonstrated a full rescue of the transcriptional phenotype (Fig. 6I, J). Notably, the expression of a truncated version of the same protein lacking the amino-terminal IDR (Supplementary Fig. 8I–K) did not avoid gene derepression (Fig. 6I, J). In contrast, several previously described mutations that affect the demethylase activity of KDM1A had lower or no impact in the activation of non-neuronal genes compared to the IDR deletion mutant (Supplementary Fig. 8L). These results highlight the critical role of the IDR in Kdm1a’s nuclear compartmentalization and repressive functions (Fig. 6K).

### Kdm1a-related gene derepression naturally occurs in aging mice and humans

To investigate if the progression of chromatin alterations with age observed in super-resolution images correlated with stronger changes in transcription, we analyzed the expression of upDEGs in young adult and elderly mice. The hippocampus of 20-month-old Kdm1a-ifKOs showed stronger activation of upDEGs (Fig. 7A), consistently with the exacerbation of epigenetic dysregulation with age observed in super-resolution images. Interestingly, a weak but significant upregulation of upDEGs was also observed in the hippocampus 20-month-old control mice, suggesting that the dysregulation of these genes may be a feature of brain aging. This result is consistent with a recent study showing that the euchromatinization of H3K27me3-repressed genes is a feature of aging tissues^54^.

**Fig. 7:**
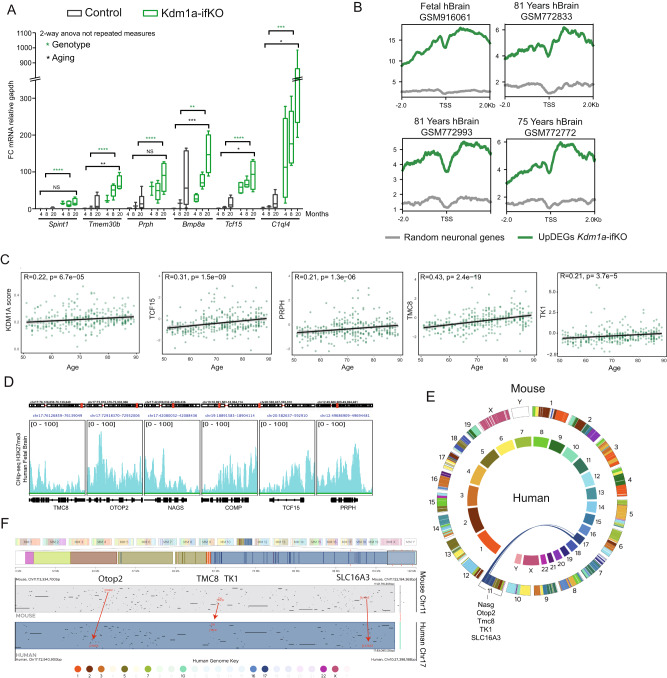
Derepression of upDEGs both in mice and humans correlates with aging. **A** Time course analysis of selected upregulated genes, *Prph, Tmem30b, Spint1*, *Bmp8a, Tcf15* and *C1ql4* of Kdm1a-ifKO neurons compared with control neurons using RT-PCR (4 m, *n* = 3; 8 m, *n* = 3; 20 m, *n* = 6 in controls; and 4 m, *n* = 4; 8 m, *n* = 5; 20 m, *n* = 4 in Kdm1a-ifKOs). Boxplots indicate median value, interquartile range, minimum and maximum value, and individual data points. Two-way ANOVA: ****p-val < 0.0001; **p-val < 0.001; * *p*-val < 0.01; NS pval >0.01. **B** Density plot of H3K27me3 in adult and fetal human brain samples (datasets used and ages are indicated in the figure). H3K27me3 was plotted at the TSS of the human homolog genes of upDEGs in Kdm1a-ifKOs (log_2_FC > 1). **C** Gene expression correlation between age and transcript level of Kdm1a-ifKO upDEGs (log_2_FC > 1.5) (*n* = 320). Kdm1a score was calculated using the Kdm1a-ifKO genes represented in the human dataset (100 out of 165 genes). Spearman Correlation, pval <0.05. Several examples of genes with a high and intermediate degree of correlation are shown. **D** Genome snapshot of H3K27me3 enrichment in fetal brain samples for several genes upregulated during human and mouse aging: *TMC8, OTOP2, NAGS, COMP, TCF15,* and *PRPH*. **E**, **F** Analysis of regions of conserved synteny using the web-based application The JAX Synteny Browser^104^. Chromosome position analysis of *Nags*, *Otop2*, *Tmc8*, *Tk1,* and *Slc16a3* in the human and mouse genomes (**E**). Representation of human-mouse synteny across the entire domain spanning *Otop2*, *Tmc8*, *TK1,* and *Slc16a3* (chr17 and chr11, respectively in human and mouse) (**F**). Source data are provided as a Source data file.

We next investigated if the age-dependent derepression of PRC2-represssed genes observed in elderly mice was also observed in humans. We found that the homolog genes of Kdm1a-ifKO upDEGs were enriched in H3K27me3 both in adult and fetal human brain samples (Fig. 7B). Furthermore, the analysis of three large datasets exploring age-related transcriptional changes in the human brain (GSE33000, GSE15222 and GSE48350) revealed a positive correlation between transcript levels and age in the group of upDEG (log_2_FC > 1) homologs (R = 0.28, *p* = 3.4e-07), indicating that these nonneuronal genes are also derepressed during aging in humans (Fig. 7C and Supplementary Data 4). Moreover, several of the genes exhibiting stronger age-dependency are marked with H3K27me3 (Fig. 7C, D), mapped together within regions with conserved synteny between mouse and human genomes (e.g., *NASG*, *OTOP2*, *TMC8*, *TK1* and *SLC16A3* gene cluster) (Fig. 7E, F) and interact with each other through CTCF loops (Supplementary Fig 9A, B). These observations suggest that the epigenetic changes observed in Kdm1a-ifKOs may naturally emerge during aging both in humans and in mice.

## Discussion

Kdm1a plays a critical role during the development of the nervous system and is still the most expressed histone demethylase in mature neurons. However, its function in the maintenance of neuronal identity and epigenetic profiles in the adult brain remains unknown. Most functional studies of Kdm1a have been carried out in tumor cells^27^ with few investigations focusing on its role in non-mitotic cells such as neurons. Previous studies investigated the role of the neuronal Kdm1a isoform (nKdm1a) during neuronal differentiation^19^ and described the consequences of Kdm1a deficiency using conventional knockout mouse strains^55^ or early gene ablation during development^13^. Therefore, these studies could not dissect the developmental and adult functions of Kdm1a. To specifically investigate the role of Kdm1a in mature neurons of the adult mouse brain, eliminating the confounding effect of Kdm1a elimination at earlier stages, we specifically eliminated Kdm1a in 2-month-old mice or older using the *Camk2-Cre-ERT2* tamoxifen-inducible recombination system. Our investigation on inducible, neuron-specific knockouts demonstrated that Kdm1a is not required for the survival of forebrain principal neurons. We did not detect any sign of neuronal death even one year after precise gene ablation in mature principal neurons, nor the upregulation of genes related with apoptosis, death or inflammation in their transcriptome and epigenome analyses. These results sharply contrast with the conclusions in a previous study indicating that Kdm1a cell-autonomously protects neurons against degeneration^21^. That article investigates a strain of mice (*Kdm1a*^*CAGG*^-KO) in which the CAG promoter drove Kdm1a ablation in most tissues and cell types leading to paralysis, widespread hippocampal and cortical neurodegeneration and premature death^21^. Considering the key role of Kdm1a in the differentiation of many cell types, the severe phenotype observed in *Kdm1a*^*CAGG*^-KOs can be caused by the loss of self-renewing cells, such as astroglia and endothelial cells, that support and provide nutrients to neurons.

Our investigation on inducible and neuron-specific KOs indicates that Kdm1a is needed throughout the whole life of the animal to maintain the repressed state of a set of genes that show low or no expression in wild type mature neurons. The genes derepressed in neurons after Kdm1a loss are decorated by the facultative repressive mark H3K27me3 and bound by PRC2. The repressor role of Kdm1a described in this study is consistent with previous research in other cell types and model organisms. For instance, studies in mouse gastrula have shown that endogenous MuERV-L/MERVL retroviruses as well as cellular genes flanked by MERVL sequences, whose expression is normally restricted to the zygotic genome activation (ZGA) period, become up-regulated in the absence of Kdm1a^56^. Furthermore, the Kdm1a-containing CoREST complex exerts an important function in repressing neuronal genes in nonneuronal cells^57^. These results contrast with the postulated role of the splicing isoform known as neuroLSD1 as a transcriptional activator^13,55^, suggesting that this variant exerts its transactivation function during neuronal specification and maturation^19^, although its absence may still have important consequences at later stages^58^.

Although not described before in mammals, the role of Kdm1a as a regulator of boundaries between silenced and active chromatin domains has been previously postulated in flies and fungi^14,15,59,60^. Our experiments shed light on how Kdm1a exerts this regulatory function. Contrary to our expectations, the binding of Kdm1a (as determined by ChIP-seq data) did not serve as a reliable predictor of transcriptional dysregulation in ifKOs. In fact, the majority of upregulated genes did not directly bind Kdm1a, and most Kdm1a-bound genes remained unaffected by the ablation of Kdm1a, suggesting that other KDMs collaborate with Kdm1a in active genes to maintain proper levels of lysine methylation. However, we observed a significant increase in the number of upregulated genes that interacted with Kdm1a when CTCF-mediated interactions were considered, suggesting that this protein may contribute to establishing or maintaining three-dimensional chromatin boundaries. The widespread changes in H3K4me3 and their robust correlation with transcriptional changes strongly suggest the participation of Kdm1a’s catalytic activity in this process. The disruption of H3K4 methylation balance resulting from the loss of H3K4me2/H3K4me1 demethylation can lead to the increase in H3K4me3, and this, in turn, causes a reduction in H3K27me3 and an elevation in H3K27ac, ultimately leading to the derepression of genes. Similar observations have been made in other cell types upon Kdm1a pharmacological inhibition or gene elimination^56^. For instance, pharmacological and genetic experiments in *Drosophila* have revealed a direct relationship between H3K27ac levels and the activity of Kdm1a homolog (encoded by the *Su(var)3-3* gene)^61^. Kdm1a’s scaffolding and LLPS functions are also likely crucial for its repressive role. Supporting this hypothesis, our experiments show that the loss of Kdm1a destabilized H3K27me3 micro-domains, resulting in compromised boundaries between active and repressed genes. In addition to Kdm1a, it is plausible that other epigenetic regulators are also involved in topological associations with their target genes, providing an explanation for their influence on distantly located targets beyond what is evident in linear genome profiles.

Seminal studies in the PSPs field demonstrated that both H3K27ac-decorated super-enhancers and H3K9me3-decorated constitutive heterochromatin can form phase condensates^62,63^. More recently, it was proposed that PRCs can also form liquid phase separation^29^ and that H3K27me3-rich regions interact preferentially with each other and their interaction may give rise to phase condensates^30^. Nichols and Corces have recently shown using high-resolution Hi-C data and computer simulations that chromatin compartments arise because of proteins interactions that correlate with the presence of H3K27ac, H3K27me3, and H3K9me3^64^. Adding to this picture, our results indicate that Kdm1a contributes to isolating adjacent H3K27ac and H3K27me3 microdomains. The structural properties of Kdm1a may place this protein in the interface of H3K27ac and H3K27me3 where it prevents the spreading of the active mark into silenced loci (this study^15^). In turn, possibly in other cell types or genomic contexts, Kdm1a might also prevent the spreading of repressive marks into active loci^14,60^. This ambivalent behavior could be explained by the promiscuous substrate specificity of Kdm1a depending on its interacting partners^12^.

Recent studies indicate that blocking transcription from cryptic promoters is critical for establishing precise cell type-specific gene activation^65^. Therefore, not surprisingly, the derepression of nonneuronal genes is associated with more severe phenotypes when Kdm1a is removed early in life^16,17^. Like for other epigenetic regulators^66–68^, the importance of Kdm1a repression decreases at later stages when repressed genes acquire a permanent silent status by the action of alternative epigenetic mechanisms, such as DNA methylation, that lead to the heterochromatinization of the loci^69^. The presence of ectopically or abnormally produced transcripts observed in the hippocampus of Kdm1a-ifKOs could potentially disrupt neuronal function in unforeseen manners, thereby contributing to Kdm1a-associated intellectual disability^70^.

The role of Kdm1a in preserving topological boundaries not only has the potential to advance treatments and corrective strategies for CPRF syndrome but also holds promise for improving therapy for other Kdm1a-related disorders that emerge during postnatal stages. This includes various cancers with poor prognosis, where KDM1A is highly expressed and considered a potential target for cancer therapy^27,71^. Additionally, in the analysis of post-mortem brain samples from patients with Alzheimer’s disease (AD) and frontotemporal dementia (FTD), mislocalized KDM1A immunoreactivity was detected in cytoplasmic tangle-like aggregates and neurites^21^. Recent studies have also suggested that inhibiting Kdm1a might contribute to neurodegeneration in a mouse model of tauopathy^72^. Although we did not detect any sign of neuronal death in Kdm1a-ifKOs even one year after Kdm1a ablation, our experiments comparing elderly and young adult mice suggest that Kdm1a may play a role during neuronal aging, preserving chromatin domain boundaries and preventing the epigenetic erosion that has been postulated as a major landmark of the aging process^73^. Consistent with our findings in brain tissue, a recent study comparing epigenetic profiles in the liver of young and old mice reported the euchromatinization of H3K27me3-microdomains contained in the A compartment^54^, pointing out that this process could also occur in other tissues during aging^74^. We, however, did not detect a significant increase of cytoplasmic Kdm1a levels or reduction of nuclear Kdm1a in principal neurons of 20-month-old mice. Future investigations should further explore the role of Kdm1a and other epigenetic regulators in LLPS in neuronal nuclei and its relevance in age-related epigenetic dysregulation, cognitive decline and brain aging.

## Methods

### Mouse strains and treatments

*Kdm1a*^f/f^ ^75^, CAG-Sun1/sfGFP^76^ and *Camk2a*-creER^T2^^77^ mice are available at public repositories (Jackson Lab stock #23969, MMRRC stock 066789-UCD; Jackson Lab stock #021039, RRID:IMSR_JAX:021039 and EMMA EM:02125, respectively). All mice were maintained on a C57BL/6 J genetic background. Mice were maintained and bred under standard conditions, consistent with Spanish and European regulations. All the protocols for animal experimentation were approved by the Animal Welfare Committee at the Instituto de Neurociencias, the CSIC Ethical Committee and the Dirección General de Agricultura, Ganadería y Pesca of Generalitat Valenciana. In detail, mice were maintained under specific pathogen-free (SPF) conditions within the Animal House at the Instituto de Neurociencias (CSIC-UMH), in a 12 h light/12 h dark cycle (7:00 a.m. to 7:00 p.m.) at 20–24 °C and controlled humidity (40-60%) with free access to food and water. *Kdm1a* ^*f*/f^ mice bear loxP sites flanking exons 5 and 6; their recombination results in the appearance of a premature stop codon in the mRNA. *Camk2a*-creER^T2^ x *Kdm1a*^f/f^ mice selectively eliminate *Kdm1a* in principal neurons of the forebrain after TMX administration in 8-week-old mice. *Camk2a*-creER^T2^ x CAG-Sun1/sfGFP were used to isolate principal neurons nuclei of the forebrain in 12-week-old mice after one month of TMX administration. The recombination of floxed alleles was induced by 5 intragastrical administrations of TMX (Sigma Aldrich, 20 mg/mL dissolved in corn oil) on alternate days. In all our experiments with ifKOs, we used CaMKIIα-creERT2^-^ littermates treated with tamoxifen as controls. For phenotypic analyses, young adult (3-month-old, 1-month after TMX), adult (9-month-old, 7 months after TMX) and aged (18-month-old, 16 months after TMX) mice were used as indicated. For the study of the response to activity of *Kdm1a*-ifKO neurons, 18-month-old mice were intraperitoneally administered 25 mg/Kg of kainic acid (KA) and sacrificed 1 h later.

### Immunohistochemistry and cell death assays

Mice were anesthetized with a mix of ketamine/xylacine and perfused with 4% paraformaldehyde in PBS. After an overnight postfixation, coronal vibratome sections (50 μm) were obtained, washed in PBS and PBS − 0.1% Triton X-100 (PBT) and incubated for 1 h at room temperature with 3-5% heat inactivated newborn calf serum in PBT. The primary antibodies used were α-Kdm1a (ab17721, 1:200 or 1:1000), α-NeuN (Chemicon MAB377, 1:500), α-GFAP (G3893, Sigma, 1:500), α-Cleaved Caspase-3 (9661, Cell Signaling, 1:500), α-Fos (226004, Synaptic Systems, 1:500), α-Parvalbumin (P3088, Sigma-Aldrich, 1:500), α-Pecam 1 (550274, BD Pharmingen™, 1:500), α-H3K27me3 (07-449, Millipore, 1:500), α-H3K27me3 (ab6002, Abcam, 1:250) and α-H3K27ac (ab4729, Abcam, 1:500). Nuclei were counterstained with a 1 nM DAPI solution (Invitrogen). For the TUNEL assay, we used the in situ Cell Death Detection Kit (11684795910, Roche) following the manufacturer’s instructions. DAB staining was performed according to the instructions of the product (11718096001, Roche). Images were taken with an Inverted Confocal Microscope Olympus FV1200 and Zeiss LSM 880.

### Confocal and super-resolution microscopy

For super-resolution imaging, nuclei were imaged using a Confocal Microscope Zeiss LSM 880-Airyscan Elyra PS.1, equipped with 63x PlanApo oil-immersion objective lens (NA 1.4) and processed with ZEN 2.3 software (Zeiss, RRID: SCR_013672). Optimal image size and pixel/voxel size (distance between planes) were 1912×1912 pixels and 0.18 µm, respectively. All super-resolution images were then deconvolved with Huygens Professional version 21.10 (Scientific Volume Imaging, The Netherlands, http://svi.nl, RRID: SCR_014237). For surface plot analysis, images were processed as Maximum Intensity Projection along the z-axis with Fiji software (ImageJ 1.53f51, RRID: SCR_002285) and analyzed using ‘Surface Plotter’ tool at selected areas. To quantify/analyze H3K27me3 distribution, super-resolution and deconvolved nuclei were maximum projected along the z-axis before segmentation using Mean’s method from Fiji, which resulted in a binary mask that shows H3K27me3 presence (in white the pixels belonging to any H3K27me3 signal) or absence (in black the pixels belonging to the background). Sholl analysis v4.0.0 plugin (of Fiji software) was performed on the segmented nuclei creating concentric circles from nucleus center to periphery using a starting radius of 1 µm up to 8 µm and 0.049 µm radius step size; the number of intersections with the binary signal of H3K27me3 were plotted, fitted using 7^th^ degree polynomial function. To analyze the spatial distribution of H3K27me3 and *Kdm1a* in the nucleus, selected planes from the stack were obtained with ZEN 2.3 software. The “Measure distances” task, from Imaris 8.2.0 software (Bitplane, RRID:SCR_007370), was used to automatically measure the distance between two proteins/signals from centroid to centroid in the 3D image, on Surpass objects (Spots in that case). The centroid of the object is calculated by taking the average position of the voxels making up the object. The histone marks colocalization/overlapping analysis was made using automatic thresholding within the ‘Coloc’ tool in Imaris 8.2.0 software on the 3D image. Confocal images were obtained using a vertical Confocal Microscope Leica SPEII with oil-immersion 63x objective lens (NA 1.4), with a 1024×1024 collection box. Confocal pinhole was set to 1 AU for each channel and pixel/voxel size was 0.8 µm. Images were processed as Maximum Intensity Projection with Fiji software and analyzed using ‘Plot Profile’ tool at selected lines that crossed at least two chromocenters. Total immunoreactivity was measured as the sum of intensities of all pixels inside each nucleus. Crosstalk between fluorophores was eliminated by adjustment of the spectral ranges of the detectors and sequential scanning of the images.

### Fluorescence-activated nuclei sorting (FANS)

Mice were sacrificed by cervical dislocation. After hippocampal dissection, cell dissociation and lysis was performed by mechanical homogenization in a 2 mL dounce homogenizer (Sigma-Aldrich) filled with 1 mL Nuclei Extraction Buffer (250 mM Sucrose, 25 mM KCl, 5 mM MgCl_2_, 20 mM Hepes-KOH, 65 mM β-glycerophosphate, 0,5% IGEPAL CA-630, 0,2 mM Spermine, 0,5 mM Spermidine, Proteinase inhibitors (complete EDTA-free, Roche)). Using 35 μm mesh-capped tubes, nuclei were filtered to get rid of debris. Incubation with 0.01 mM DAPI. For the clean isolation of nuclei, samples were diluted in a 22% Optiprep medium (D1556, Sigma-Aldrich) solution, and a density gradient was prepared in 15 mL centrifuge tubes as follows: 2 mL 44% Optiprep, 1 mL 22% Optiprep, 22% sample containing the nuclei, and additional 22% Optiprep to fill the tube. The gradient was centrifuged for 20 minutes at 10000 x g and the phase containing the nuclei was collected. Nuclei were then sorted in a flow-cytometer FACS Aria III (BD Bioscience) and GFP positive nuclei were selected according to the parameters defined in ref. ^26^ (see step by step analysis and channel filtering details in Supplementary Fig. 4H).

### 4C-seq

Circular chromosome conformation capture, coupled to high-throughput sequencing (4C-seq) was performed as previously described^78^ with minimal changes. Approximately 5 million hippocampal nuclei were fixed at 1 % with PFA. The restriction enzyme cutting order was Dpn II as the primary enzyme and Csp6I as the secondary enzyme. Ligated chromatin was phenol-chloroform extracted and ethanol precipitated. Reactions were then further purified with Ampure XP beads with a 0.8x ratio of bead solution to library following the manufacturer’s instructions. Samples were then quantified with Qubit and 4C-seq libraries were sequenced using an Illumina high-throughput sequencing equipment. For 4C-seq analysis, all samples were trimmed to 75 bp. The wig and peaks were calculated using *pipe4C* and *peakC* as mentioned in^78^. We removed sample WT1 due to a batch effect. Call for differential contact frequencies and PCA were performed using Deseq2 after batch effect removal.

### Western blot

Hippocampal tissues were harvested and homogenized. The protein samples were mixed with 5 × sodium dodecyl sulfate-polyacrylamide gel electrophoresis sample buffer (2 μg/μL), boiled for 5 minutes and sonicated. The samples were separated by 12% sodium dodecyl sulfate polyacrylamide gel electrophoresis, electrotransferred to nitrocellulose filters, blocked with 5% defatted milk at room temperature for 1 hour, and incubated the following primary antibodies: α-SUZ12 antibody (ab175187 Abcam, 1:500) and α-β-actin monoclonal antibody (clone AC-74, Merck, 1:500). The membranes were washed three times with PBS/Tween-20, incubated with secondary antibody goat anti-rabbit IgG-horseradish peroxidase (Sigma) for 60 minutes, washed three times with PBS/Tween-20, and visualized by enhanced chemiluminescence using an Amersham^TM^ Imager 680 apparatus. β-actin signal was used for normalization.

### RT-qPCR analyses

For RT-qPCR, total RNA was extracted from hippocampal tissue with TRI reagent (Sigma-Aldrich) as recommended by the manufacturer. Subsequently, genomic DNA was eliminated by treatment with DNAse I (Qiagen) for 30 min at 25 °C. Upon precipitation with phenol-chloroform-isoamyl alcohol (Sigma-Aldrich), RNA was retrotranscribed to cDNA using the RevertAid First-Strand cDNA Synthesis kit (Thermo Scientific) and analyzed by RT-qPCR with PyroTaq EvaGreen reagents in a QuantStudio 3.0 0.1 mL thermocycler (Applied Biosystems). The sequence of the primer pairs used for RT-qPCR is shown in Supplementary Table 1.

### Chromatin immunoprecipitation (ChIP) assays

H3K4me3, H3K27ac, CTCF, and H3K27me3 ChIPs were performed as described in^79^ with minor modifications. The following antibodies were used: ChIP antibodies: α-Kdm1a (ab17721, Abcam); α-H3K4me3 (07-473, Millipore); α-H3K4me1 (ab8895, Abcam); α-H3K27ac (ab4729, Abcam); α-CTCF (07-729, Millipore); and α-H3K27me3, (07-449, Millipore). Briefly, 3 μg of antibody were incubated with Dynabeads coated to Protein G (Invitrogen) in RIPA-150 buffer (50 mM Tris-HCl, 150 mM NaCl, 1 mM, EDTA, 0.1% SDS, 1% Triton X-100, and 0.1% sodium deoxycholate; pH 8) for 6-18 h at 4 °C in agitation. Nuclei from hippocampal cells were extracted in a dounce homogenizer as explained for the FANS method. Samples were fixed with 1% formaldehyde (Sigma-Aldrich) for 10 min at room temperature followed by 0.1 M glycine for 5 min to stop the fixation. Nuclei were centrifuged at 1,5 G, and the pellet was resuspended in 100 μL of SDS lysis buffer (1% SDS, 10 mM EDTA, 50 mM Tris; pH 8) prior to its sonication in a Bioruptor Pico (Diagenode) for 12 cycles of 15 s on/30 s off. After 6 min of centrifugation at 17000 x g, the supernatant containing isolated chromatin was collected. Samples were diluted in 900 μL of ChIP Dilution buffer (0.01% SDS, 1.1% Triton X-100, 1.2 mM EDTA, 16.7 mM Tris-HCl, 167 mM NaCl; pH 8) and incubated overnight at 4 °C with the antibody-Dynabeads mix. Beads were thoroughly rinsed at 4 °C as follows: two washes in RIPA-150 buffer, three washes in RIPA-500 buffer (50 mM Tris-HCl, 500 mM NaCl, 1 mM, EDTA, 0.1% SDS, 1% Triton X-100, 0.1% sodium deoxycholate; pH 8), two washes in RIPA LiCl buffer (50 mM Tris-HCl, 1 mM EDTA, 1% NP-40, 0.7%, sodium deosycholate, 500 mM LiCl_2_), and two final washes in TE buffer (10 mM Tris-HCl, pH 8.0, 1 mM EDTA; pH 8.0), five minutes each. Samples were resuspended in 200 μl Elution buffer (10 mM Tris-HCl, 5 mM EDTA, 300 mM NaCl, 0.5% SDS; pH 8) and treated with 1 μl of 10 mg/mL RNase A (Fermentas) overnight at 65 °C in agitation for crosslink reversion. Samples were treated with 3 μl of 20 mg/mL Proteinase K (Thermo Scientific) for 2 hours at 55 °C in agitation. Last, DNA precipitation was performed by phenol-chloroform-isoamyl alcohol (Sigma-Aldrich). For Kdm1a ChIP, some modification were applied as in ref. ^80^. In brief, samples required a stronger fixation treatment in 1% PFA for 30 min at 37 °C. To fragment these highly fixed samples, 43 cycles of sonication (30 s On, 30 s Off) were applied in a Bioruptor Pico (Diagenode). SDS lysis buffer was modified to RIPA buffer (0.1% SDS, 1% IGEPAL, and 0.5% sodium deoxycholate).

### *RNA-seq* analysis

Hippocampi were isolated and RNA extracted as described in RT-qPCR assays. Three mice were used per genotype (*Kdm1a*-ifKO and their control littermates). Poly-A libraries were generated for each independent sample and single-end sequenced in a HiSeq 2500 apparatus from Illumina. Adapters were trimmed using cutadapt v1.18 selecting reads longer than 25 bp. HISAT2^81^ (v2.1.0) was used for reads alignment to the mouse genome (GRCm38.89, mm10) and reads with mapq > 30 and that mapped to nuclear chromosomes were quantified using HTSeq v0.11.1^82^. Data processing was performed with custom R scripts (v3.5.1, 2018), Samtools v1.9^83^, Bedtools v2.27.1^84^, and DeepTools v3.5.0^85^. Whole genome alignments were normalized to 10× RPM (read per 10 million sequenced reads). Differential expression analysis was conducted using DESeq2^86^ (v1.18.1). For gene upregulation, significant differences were considered if p adj <0.05 and log_2_FC > 1 or 0.5, depending on the analysis (specified in the text). For gene downregulation, all genes with p adj <0.05 were considered, given the low number of downregulated genes. *Biological process* and *Molecular function* gene ontology analysis, and *Chromosome location analysis* were performed using WebGestalt (WEB-based GEne SeT AnaLysis Toolkit^87^; www.webgestalt.org), using over-representation analysis (ORA) as the enrichment method. The enrichment for binding motifs was performed using Enrichr, a gene set enrichment analysis tool based on the Encyclopedia of DNA Elements (ENCODE) and ChIP-x Enrichment Analysis (ChEA) databases^88^. RNA-seq counts were normalized by reads per million. To classify genes as expressed or not expressed in neurons, we used the nuclear RNA-seq data previously generated in our lab^26^. Briefly, after removing adapters using TrimGalore v0.6.4_dev (https://www.bioinformatics.babraham.ac.uk/projects/trim_galore/), we aligned to mm10 using STAR^89^, and obtained the counts using Rsubread (v. 2.4.3)^90^. Finally, we normalized the reads using Transcripts per million and selected those with an expression bigger than 5. From this list we randomly selected a similar number of regions tested.

### ChIP-seq analysis

The hippocampal formation was extracted, and chromatin immunoprecipitation was performed as aforementioned. For H3K4me3, H3K27me3, and H3K27ac ChIP-seq, two or three independent samples were processed per genotype (*Kdm1a*-ifKO, and their control littermates), the pool of two mice per sample to H3K4me3, one mice per sample to H3K27me3, H3K27ac or CTCF. For Kdm1a ChIP-seq, two WT mice were pooled in one sample. 50 bp single-end sequencing was performed using a HiSeq 2500 sequencer. Adapters were trimmed using TrimGalore v 0.6.4_dev (https://www.bioinformatics.babraham.ac.uk/projects/trim_galore/), and the reads obtained were mapped to the mouse genome (mm10) with Bowtie2 (v2.3.4.3)^91^. Only those reads with a mapq > 30 were selected. Data was processed using Samtools v1.10^83^, Deeptools v 3.5.0^85^, and Bedtools v2.25.0^84^. For BigWigs, ChIP-seq reads were normalized by reads per genomic content with Deeptools^85^, except in the case of H3K4me3 and H3K27me3 where the scalefactor given by Deseq2 was used. Also, note that the H3K27me3 regions used for scalefactor normalization came from the peak calling conducted with the datasets generated in^92^. Peakcalling was performed with macs2 (v2.1.1.20160309)^93^, and differential binding analysis was performed with Diffbind (v 2.10.0)^94^. Annotation was performed using ChipPeakAnno (v3.24.2)^95^ and Biomart (v2.46.3)^96^. In the case of H3K4me1, the initial PCA identified two outlier samples (one per genotype) that were confirmed by observation of the individual profiles and was removed in further analyses. The differential enrichment analysis did not detect significant differences between genotypes for the H3K4me1 ChIP-seq. In Supplementary Fig. 3F, to identify the regions with high content of H3K27me3, we divided the signal in the dataset GSE56810^92^ using *plotHeatmap* from *Deeptols* and the setting “–kmeans 2”, and selected the cluster with the strongest H3K27me3 signal. For Kdm1a peaks, the Irreproducibility Discovery Rate (IDR) algorithm was used; we selected those peaks that presented a scaled IDR value larger than 955. For violin plots, we used homer (v4.11.1)^97^ to select the tags of the regions of interest, and the plot was performed using ggplot2 (v3.3.3)^98^. In the analysis of H3K27me3 data from human samples, wigs were transformed to bigwis using wigtobigwig from ENCODE and the profiles were performed with Deeptools.

### ChIA-PET analysis

Chromatin Interaction Analysis by Paired-End Tag Sequencing (ChIA-PET) using a CTCF-specific antibody (Abclonal Cat # ab70303) was performed as described in the in situ ChIA-PET protocol^45^ on approximately 10 million nuclei of hippocampal excitatory neurons sorted by FANS as described above. The ChIA-PET library was sequenced with 150 bps long pair-end reads and was processed by the ChIA-PIPE pipeline^99^ using mm10 as a reference genome and default parameters. The resulting *hic file for 2D contact maps and *bigwig file for protein binding coverage were used for visualizing on Juicebox (Durand et al., 2016) Within ChIA-PIPE, peaks were called via MACS2 without input control and only those with the maximum coverage greater than 50 (which is twice the median of all peaks) were kept by pybedgraph (Zhang et al., 2020), resulting in 34,885 confident peaks. Using these peaks, the loops reported in *bedpe format with 7^th^ column denoting PET counts are further filtered to have PET count greater than or equal to 3 and to have both left and right anchors to overlap with at least one peak. These 27,786 loops were the subject of ulterior analyses. In Fig. 3G, the CTCF-ChIA-PET contact map in “.hic” format was normalized with the ‘Coverage (Sqrt)’ option visualized in Juicebox (Aidenlab). In Fig. 3H, the CTCF PET counts indicate the summation of ChIA-PET counts at CTCF loops that encapsulate 100% of the gene body (the longest loop, if there are multiple isoforms). We did not impose any rules on distance from the gene. To calculate the loop-span the same encapsulation loops were taken and the average distance between the CTCF peaks that encapsulate the genes was measured. For Fig. 4D, we used *pairtobed* from bedtools for selecting those CTCF that were in the upDEGs with a log_2_FC > 0.5 and padj <0.05. 

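By this rule, with an anchor overlapping a gene body or the 10 kb on either side of it by at least 1 bp, 2112 of the 27786 loops were near the 530 upDEGs with a log2FC over 0.5. Random lists of as many tested genes had a median of 1551.5 loops, and none of 10000 lists had more than the upDEGs. The count moved most with loops of at least 10 PETs, which left 542 loops against a median of 375 in random lists. Loops of at least 5 PETs gave 1144, and an anchor within 10 kb of the TSS in place of the gene body gave 1205. An anchor on the gene body or the 1 kb before it gave 1197 loops. With the 229 genes with a log2FC over 1, there were 911 loops against a median of 679.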

We found that 1470 loops are associated with regulatory regions ( ± 10.000 bp upstream and downstream of the genes and into the genebody) of upregulated genes in Kdm1a-ifKO neurons. CTCF-loops of upDEGs are associated through CTCF with other genes (aka CTCF-associated genes). To analyze the epigenetic and transcriptional behavior of the loops associated with the upDEGs, the signal density was plotted to different epigenetic profiles obtained in this study. For them we called the profiles matching both CTCF positions and the metagene from the RNA-seq and Chip-seq profiles (H3K27ac, H3K27me3, H3K4me3, CTCF, and Kdm1a) on both sides of the CTCF connections involving the upDEGs. All of this was performed using R and bash scripts and Bedtools. For Supplementary Fig. 6A, we selected either the left or right CTCF sites for each loop and looked for H3K27me3 enrichment (GSE56810) using Deeptools with the parameter –*kmeans*. In the clusters that displayed H3K27me3 enrichment, we plotted the H3K27ac and LSD1 signal density on the opposite side of the loop. Finally, we obtained the number of H3K27ac-rich sites using the –*kmeans* parameter.

### Hi-C analysis

The chromatin compartment mapping shown in Fig. 3C and Fig. 4B is based on the neuron-specific Hi–C data from adult mouse hippocampus previously generated in our laboratory^26^. Sub-compartment information comes from Supplementary Data 5 in ref. ^40^. That article applied k-based sub-compartment mapping to reanalyze the neuron-specific Hi–C data from adult mouse hippocampus^26^. Note that the compartment mapping presented in Fig. 3C and Fig. 4B was conducted at 25 Kb resolution, whereas Chandrasekaran and colleagues used 250 Kb resolution. The difference in resolution resulted in an enlargement of the B compartment in the analysis by Chandrasekaran et al. Source data are provided with this paper.

### Primary cultures and lentiviral infection

Primary hippocampal cultures were prepared from Kdm1a^f/f^ embryos. Their hippocampi were dissected, pooled together, and dissociated for neuronal extraction^100^. Cells were plated in 24-well plates at 0.11 × 10^6^ neurons/well. After 24 h, the primary cultures were infected with the indicated viruses (day in vitro 1, DIV1). Rescue experiments were performed with a short variant of human KDM1A, without the alternative exons 2a and 8a. To test the relevance of the IDR, the same protein but lacking the amino terminal IDR was expressed.

### Phase separation analyses

For fluorescent recovery after photobleaching (FRAP) experiments and droplet formation in vivo 40,000 HEK293T cells (CRL-3216 ™ from ATTC) growing on 35 mm dish with 20 mm micro-well and 1.5 glass-like polymer coverslip were transfected using encoding hKDM1a (transcript variant 2, NM_015013.4) fused to eGFP. Flag-HA tag was replaced by the GFP fluorescent protein in pOZ-FH-hKdm1a expression vector donated by the Yang Shi laboratory. FRAP was performed on a ZEISS LSM880 AiryScan Elyra S1 SR Confocal microscopy. The spot was bleached using zoom bleach with 15 interactions at nominal 100% laser transmission (405 nm diode). Images were acquired using a ×63 oil-immersion objective, 3× optical zoom and 1024×1024-pixel resolution. We took 5 images as controls before bleaching and then 1 image every 50 cycles of 10 second immediately after bleaching. Time-lapse images were acquired at 2 second intervals. For 1,6 hexanediol treatment HEK293T cells were coated with poly-D-lysine on glass dishes and transfected with 0.5 µg of GFP-hKdm1a. 1.6 hexanediol was added to the culture medium to a final concentration of 2.5%, washed with PBS, and fixed with 4% PFA after 5 minutes. As control, we used GFP-hKDM1A transfected cells not treated with 1,6 hexanediol. Confocal images were obtained on an Olympus FV1200 Confocal using a x63 oil-immersion objective at a 5x optical zoom and a 1024×1024-pixel resolution. Raw images were analysed using Fiji software for subsequence quantification.

### Human samples analysis

RNA expression data from control postmortem brain samples were obtained from the NCBI Gene Expression Omnibus (GEO) database (GSE33000, GSE15222 and GSE48350) and analyzed using R software (http://www.R-project.org). Low-represented extreme values (below 50 and above 90 years) were not considered for the calculation of age-RNA correlations to increase the reliability of the results. Only control samples were used for the analysis. Z-score normalization was applied prior to merging. Scores were calculated as the average of the scaled expression values (range 0 and 1) of the corresponding genes.

### Statistical methods

All statistical analyses were conducted using SigmaPlot v12.5 (Systat Software, Inc., San Jose CA), GraphPad Prism v7.04 (GraphPad Software, La Jolla CA), R v3.6, and RStudio v1.1.447. The statistical test used for each analysis is specified in the corresponding figure legend. When comparing two groups, a normality test was first performed using the Shapiro-Wilk test. If samples followed a normal distribution, t-test was conducted; otherwise, Mann–Whitney U statistic was used. Box plots are interpreted as follows: first and third quartiles are indicated with the bottom and top lines of the box, respectively; the median and mean of the samples are indicated with the solid and dashed lines within the box, respectively; the whiskers below and above the box indicate the 10^th^ and 90^th^ percentiles, respectively; raw data are presented as dots on top of the plot. Barplots represent means ± s.e.m. In the violin plot, Wilcoxon rank sum test was performed. For the cumulative plot, genes were first ordered by location in the genome, the distance between consecutive TSSs were measured, and they were ordered from smaller to largest in the X axes. Y axes represents the cumulative frequency of each of the distances. P values were considered significant when α was lower than 0.05. To calculate the statistical significance of the overlap between two groups of genes, we used the online tool available at nemates.org. A representation factor > 1 indicates more overlap than expected by chance, while a representation factor <1 indicates less overlap than expected. The accompanying statistic is based on exact hypergeometric probability.

### Inclusion and diversity statement

We support inclusive, diverse, and equitable conduct of research.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Reporting Summary

### Source data

Source Data

## Data Availability

The genomic data sets generated in this study can be accessed at the GEO public repository using the accession number GSE236182. In addition, we used several previously published datasets: GSE123652: Kdm1a ChIP-seq from adult PFC^47^; GSE133018: CBP and H3K27ac ChIP-seq from adult mouse hippocampus^80^; GSE56810: H3K27me3 ChIP-seq from adult mouse hippocampus^92^; GSE125068: RNAPII ChIP-seq from adult mouse hippocampus, and Hi-C, ATAC-seq and nuclear RNA-seq from sorted mouse hippocampal principal neurons^26^; GSM2393589: H2AK119ub1 ChIP-seq from mouse NPCs^101^; GSM1479208: H2AK119ub1 ChIP-seq from mouse brain^102^; GSM918727: CTCF ChIP-seq from adult mouse cortex^43^; GSM1917302: Suz12, and GSM1917302: Ezh2 ChIP-seq from NPCs^103^. Sub-compartment information come from Supplementary Data 5 in^40^, which applies k-based sub-compartment mapping to the neuron-specific Hi–C data from adult mouse hippocampus was used in the analyses presented in Fig. 3C and Fig. 4B^26^. Human RNA expression data from control postmortem brain samples were obtained from GSE33000, GSE15222 and GSE48350. Source data are provided with this paper.

# Supplementary material for: Kdm1a safeguards the topological boundaries of PRC2-repressed genes and prevents aging-related euchromatinization in neurons
**Source:** Nat Commun. 2024 Mar 7;15:1781. doi: 10.1038/s41467-024-45773-3
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

### **Description of Additional Supplementary Files**

File Name: Supplementary Data 1

Description: Differentially expressed genes in Kdm1a-*if*KO neurons of the adult mouse brain.

File Name: Supplementary Data 2

Description: CTCF ChIA-PET interactions with a score  $\geq 3$ .

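The score of an interaction is its number of PETs. The list of loops analysed here held all 27786 of them with both anchors on the same chromosome, of which 14587 had a PET count of at least 5 and 6752 of at least 10. The anchors had a median width of 1351 bp. Of the genes named in the text, C1ql4 had 20 loops with an anchor within 10 kb, Ankrd63 17, Prph 15, Nags 13, Tmem30b 9, Gapdh 9, Kcna7 8, Tk1 8, Otop2 5, Tmc8 4 and Bmp8a 1. Mixl1, Slc16a3, Tcf15, Hotair and Kdm1a had 0. A loop with a PET count of 4 joins Tmc8 and Tk1 over 36.7 kb. Bmp8a lay in no containing loop shorter than 22021 kb, and Mixl1 in none shorter than 329 kb.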

File Name: Supplementary Data 3

Description: Statistic of 4C-seq experiment.

File Name: Supplementary Data 4

Description: Kdm1a-dependent genes that exhibit age-dependent expression changes in the human brain.

How the deposited data were processed for this re-analysis (not part of the article)

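RNA-seq of the hippocampus was available for 3 control and 3 Kdm1a-ifKO mice, with 1 library per mouse, and CTCF ChIA-PET for 1 library of sorted nuclei of excitatory neurons from control animals. The authors made the counts of the RNA-seq libraries from single-end poly-A reads by trimming with cutadapt, alignment to mm10 with HISAT2, a filter on mapping quality and on nuclear chromosomes, and counting per Ensembl gene with HTSeq. The deposited values are whole-number read counts without normalization, which was checked on the values. The authors made the PET counts of the loops with ChIA-PIPE, which counts the paired-end tags between a pair of anchors, and kept loops within a chromosome that had at least 3 PETs and a CTCF peak at both anchors. Loop calling and peak filtering are thus included in these counts, and the read depth before it is not known from them. Everything else was computed here.

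Gene-wise tests compared the 3 Kdm1a-ifKO libraries with the 3 control libraries in edgeR 4.0.16 (R 4.3.3), with filterByExpr, TMM normalization, robust dispersion estimates and the quasi-likelihood F test, genotype as the only factor, and Benjamini-Hochberg adjustment over the tested genes. The thresholds were an adjusted p-value of 0.05 with a log2FC over 1 or 0.5, as in the paper, applied in either direction. The paper's methods set no fold change for downregulated genes, while its results use 1 in either direction. CPM values use TMM-normalized library sizes, and TPM values divide the counts by the summed exon length of the gene. A count of 0 over the controls was read as a limit of 3 counts, and ratios against 1 to 3 control counts carry an exact binomial 95% interval. Sets of genes were tested on log2 CPM with camera (inter-gene correlation 0.01) and with fry, both in limma 3.58.1 and two-sided, and adjusted over the sets tested together. For single values, exact permutation tests of 3 mice against 3 cannot give a p under 0.1.

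The lists of genes were H3K4 demethylases, H3K4 methyltransferases, inflammation, cell death, PRC1 and PRC2 subunits, immediate early genes, genes of the sex chromosomes, and markers of microglia, astrocytes, oligodendrocytes, endothelial cells, excitatory neurons, interneurons, ependyma, choroid plexus and thalamus. With the set of expressed genes looped to upDEGs they formed the family of 17 sets. Genes are named in the text by a rule set in advance. It takes the genes that the paper names for these assays, all H3K4 demethylases and methyltransferases, and members of the other lists with an adjusted p-value under 0.05. It further takes the 10 largest increases with at least 1 CPM in Kdm1a-ifKOs, the 5 largest decreases with at least 1 CPM in controls, both without overlap between the groups, and the members of the 5 largest groups of upDEGs joined by loops. Where a name falls outside this rule, the text says so, and a result for an item that falls under it may not be reported here.

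Gene coordinates came from the GENCODE M21 annotation (GRCm38), joined by Ensembl identifier, and positions were analysed in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3. The upDEGs for these analyses were those with a log2FC over 0.5. Distances between consecutive TSSs were compared with 10000 random lists of tested genes by a two-sided permutation test, and chromosomes and windows of 5 Mb by one-sided hypergeometric tests. An anchor counted as near a gene within 10 kb of its body. A loop contained a gene when the whole body lay between its outer anchor edges, and spans run between anchor midpoints. Expressed genes were tested genes with a mean of at least 5 TPM in controls. Matching used 10 bins of gene density (genes within 500 kb) or of gene length, or 5 bins of each. Pairs of upDEGs within 2 Mb (744 pairs) were also compared with other pairs of tested genes in 10 bins of the distance between TSSs, without and with 5 bins of density. With a single ChIA-PET library, the loop results are percentiles among 10000 random lists, which describe that library.

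The comparisons, the tests, the lists of genes and most alternatives were chosen before the data were examined. These alternatives were DESeq2 1.42.0, its size factors inside edgeR, upper-quartile normalization, no filter on low counts, at least 10 counts summed over the libraries, a replicate block without and with a correction for GC content and length, and each library left out in turn. For the sets, fry was used in place of camera. For positions, they were other calls of upDEGs, other backgrounds and matched lists, loops of at least 5 or 10 PETs, other rules for an anchor near a gene, inner anchor edges and only genes inside a loop. Alternatives added after the data were seen were the GC and length correction without the block, other measures of the loop span (the shortest loop, the median, the geometric mean, loops of up to 1, 2 or 5 Mb), protein-coding genes only, the matching of pairs of upDEGs on distance, the demethylase set without Kdm1a, and the sets of genes near upDEGs. That correction subtracts from each library a smooth trend of its log2 CPM on exon GC content and exon length. The other splits of the 6 libraries into 3 and 3 were refitted as well, 10 in all with the real split.

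The procedures were tested on simulated data. With 200 changed genes planted in counts drawn from the means and spreads of these libraries, edgeR recovered 97% of them and called 27 unchanged genes, a share of false calls above the nominal 5%. DESeq2 recovered 95.5% with 27 false calls, the block 96% with 29 and the GC and length correction 97% with 25. The planted changes were of at least 1 in log2, in either direction, and left out the most weakly expressed genes. These recoveries therefore do not cover such genes or smaller changes. In 200 simulated sets of 30 genes shifted by 0.3 in log2, camera found 100%, and it called 4% of sets without a shift. These sets were drawn at random from the more highly expressed genes. The 4% therefore does not cover lists of genes that vary together, such as cell type markers. The distance test gave p = 0.001 for planted runs of neighboring genes in a permutation test and was under 0.05 in 4.5% of random lists. Planted joined pairs stood at the percentile 100, and planted containing loops gave the 12 and 5 PETs put in for outer and inner edges.

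Chromatin immunoprecipitation, chromatin accessibility, 4C-seq, Hi-C and the nuRNA-seq profiles were not analysed here. Gene ontology and transcription factor enrichment were left out, since they need annotation collections that were not used here. The strand setting of the counting is not stated in the paper's text, so the counts of overlapping genes are uncertain, and the text names an overlap for genes it discusses singly, though not for each member of a list.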

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

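The marker lists, set tests and gene-wise tests used here were set in advance, and the tests of explanations and the counts of splits were chosen only after the results were seen. Each result below is a signal in genes that the paper does not discuss, above the level of the control libraries.

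Microglia markers were higher in Kdm1a-ifKOs. All 10 listed genes were tested, so hippocampal tissue expresses each of them, and 1 (Trem2) is also in the inflammation list. Their median log2FC was 0.299, with 10 of 10 genes higher (camera adjusted p = 0.000473, fry adjusted p = 0.11). With 1 library left out, the camera adjusted p-value stayed between 2e-05 and 0.00446, and over the other alternatives between 0.000208 and 0.00238. In edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 5 genes passed 0.05 (Cx3cr1, Tmem119, Csf1r, Siglech and Selplg), and without Kdm1a-ifKO replicate 3 none of the 5 did (adjusted p between 0.0531 and 0.158). The most abundant marker, Csf1r, which like Cx3cr1 overlaps other genes (Hmgxb3 on the opposite strand), went from 115 to 144 CPM. A trend with GC content and gene length is argued against, since the median was 0.315 after that correction. A lower share of neurons would raise the markers of all other cell types alike, and the 10 oligodendrocyte markers had a median of 0.002. The mean of the microglia markers minus that of the oligodendrocyte markers lay between -0.08 and 0.06 in control libraries and between 0.13 and 0.36 in Kdm1a-ifKO libraries (exact permutation p = 0.1, the smallest possible). The splits of the 6 libraries do not decide on chance. A camera p-value as small came up in 2 of the 10, and a fry p-value as small in 1, the real split, which is the fewest possible. More microglia, or more of these transcripts per microglial cell, following the deletion stay open as well and were not tested.

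Astrocyte markers were also higher, by less. All 10 were tested, and their median log2FC was 0.113, with 10 of 10 genes higher (camera adjusted p = 0.0211, fry adjusted p = 0.11). The camera adjusted p-value depended on single libraries. It was 0.0848 without control replicate 2, 0.064 without Kdm1a-ifKO replicate 2 and 0.0517 without Kdm1a-ifKO replicate 3, in a range from 0.00644 over the fits with 1 library left out, and over the other alternatives it lay between 0.0145 and 0.113. Slc1a3, which overlaps Gm37310 on the same strand, and Aldoc passed individually in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment (log2FC 0.22 and 0.20), and both lost the threshold without control replicate 2 (adjusted p = 0.096 and 0.126). The most abundant marker, Slc1a2, went from 3095 to 3206 CPM. A lower share of neurons stays open. The mean of the astrocyte markers minus that of the oligodendrocyte markers was higher in Kdm1a-ifKO libraries by 0.13, and the genotypes overlapped, with -0.05 to 0.05 in controls and 0.03 to 0.27 in Kdm1a-ifKOs (exact permutation p = 0.2). Minus the ependyma markers, it lay between -0.13 and 0.09 in controls and between 0.29 and 0.63 in Kdm1a-ifKOs (exact permutation p = 0.1), but the share of ependyma can vary with dissection. After the GC and length correction, the camera adjusted p-value was 0.0539 with a median of 0.137, so a trend with GC content and length cannot be told apart from a change in these genes, because the value lies just beyond the threshold while the median did not fall. Chance is not decided by the splits either, of which 3 of 10 gave a camera p-value as small and 1, the real split, a fry p-value as small. A change in astrocytes after the deletion was not tested.

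Gsdmd, a gene of the cell death list, had a log2FC of 1.17, with all 3 Kdm1a-ifKO libraries above all 3 controls. Over the alternatives, its log2FC lay between 1.09 and 1.27. A larger share of microglia would raise their markers by as much, and the highest log2FC of a microglia marker was 0.42. A trend with GC content and gene length is argued against by a log2FC of 1.11 after the correction. What raised Gsdmd stays open. A response to the deletion is a candidate explanation that the libraries of whole tissue do not assign to a cell type, and it was not tested further.

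Kl, a gene of the choroid plexus list, rose from 24.4 to 59.0 CPM (log2FC 1.28, standard error 0.073, adjusted p = 1.32e-07 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The log2FC lay between 1.22 and 1.35 over the alternatives, with adjusted p-values of at most 5.44e-06. Choroid plexus tissue in the Kdm1a-ifKO libraries would bring its other transcripts as well. The other tested choroid plexus markers had a median log2FC of -0.041, Ttr went from 16.6 to 5.9 CPM and Enpp2 from 183.5 to 177.6 CPM. After the GC and length correction the log2FC of Kl was 1.33. With these explanations argued against, an increase of Kl in hippocampal cells after the deletion of Kdm1a may be biological, as a hypothesis formed and tested on the same libraries.

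Tcf24, Ltbp2 and Nup62cl, which the paper's text does not mention, are among the 10 largest increases. Tcf24 had a log2FC of 6.69. Ltbp2 rose from 0.194 to 18.8 CPM (log2FC 6.56, standard error 0.197, adjusted p = 1.52e-10 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and overlaps D030025P21Rik on the opposite strand. Nup62cl rose from 0.244 to 16.9 CPM (log2FC 6.06, standard error 0.368, adjusted p = 1.79e-05 in the same test). The log2FC of Nup62cl lay between 5.5 and 7.23 over the alternatives, the highest without control replicate 1, with adjusted p-values of at most 0.00205. Reads from a neighboring gene would need a neighbor that rose by as many reads. Within 50 kb, the gene that rose most gained 0.222 CPM beside Tcf24 and 2.16 CPM beside Ltbp2, and beside Nup62cl the rise was 0 CPM. The GC and length correction left log2FCs of 6.72, 6.47 and 6.12, which argues against such trends. The values are consistent with increases of these transcripts themselves after the deletion, as a hypothesis, and which cells express them was not tested.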

How the results depend on the processing

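The alternatives below were set in advance except the GC and length correction without the block, the measures of span other than the mean, the limits on loop length, the matching of pairs on distance, the demethylase set without Kdm1a and the restriction to protein-coding genes, whose tests were chosen only after the results were seen. For every changed result the cause was not tested unless one is named.

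The number of genes with a log2FC over 1 (229) lay between 213 and 230 over the 6 fits that each left out 1 library and between 212 and 299 over the other alternatives, and that over 0.5 (530) between 444 and 490 and between 455 and 668. The numbers of lowered genes moved more. Below -1 there were 11 genes, and between 4 and 29 with 1 library left out, 6 with DESeq2 and 49 without a filter on low counts. Below -0.5 there were 47 genes, between 20 and 93 with 1 library left out and 140 without a filter. The log2FC of Kdm1a kept its direction and call throughout, with -1.09 to -1.05 with 1 library left out and -1.07 to -1.04 otherwise.

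The replicate numbers do not pair the libraries. Libraries with the same number deviated from their group means with correlations of -0.032, -0.089 and -0.144. A replicate block gave 225 genes over 1, 7 below -1, 486 over 0.5 and 33 below -0.5. With the block and the GC and length correction there were 213, 7, 455 and 30 genes. Chromosomes enriched in upDEGs were 1 with the calls of the block, and the looped genes turned downward with the block and correction (camera adjusted p = 0.00363). Under the block the interneuron markers had a camera adjusted p-value of 0.0639 and 8 named genes lost their call. The fry adjusted p-values of the cell death genes, the H3K4 demethylases and the interneuron markers, each under 0.05 without the block, were 0.08 with it. These fry calls rest on Kdm1a, the deleted gene, in the demethylase set. With Kdm1a taken out and without the block, the fry adjusted p-values were 0.965 for the other demethylases and 0.0723 for both other sets. No other call of the 17 sets changed under the block alone.

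Of the 21 H3K4 enzyme genes, 0 passed the threshold. With 1 library left out the number was 0 to 1, without a filter 4, and with the GC and length correction 1. The camera adjusted p-value of the inflammation genes (0.0293) ranged from 0.000257 to 0.164 with 1 library left out. It was 0.0644 with at least 10 counts summed and 0.0539 with the GC and length correction, and fry gave 0.377. The cell death genes (0.0565) ranged from 0.0526 to 0.143 with 1 library left out, and fry gave 0.0482, or 0.0723 without Kdm1a in the demethylase set. The looped genes (0.000473) ranged from 4.57e-06 to 0.0394 with 1 library left out. Their direction was reversed with the GC and length correction (0.0033), and fry gave 0.377. The median control expression of the genes over 1, -4.20 on the log2 scale relative to the tested genes, lay between -4.19 and -3.98 with 1 library left out and between -4.36 and -1.17 otherwise, the latter without a filter, where genes with hardly any counts join the tested genes.

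The median distance between upDEGs (1137 kb) was 1266 to 1412 kb with 1 library left out, where fewer genes were called, and stayed below its random lists under all alternatives run. Enriched chromosomes were 2, and 0 to 2 with 1 library left out, 0 with the genes over 1 and 1 with DESeq2. Loops near upDEGs (2112) were 1843 to 2035 with 1 library left out and 911 with the genes over 1. Stricter definitions gave fewer loops by construction, with 1144 and 542 at PET counts of at least 5 and 10, 1197 with the gene body and the 1 kb before it, and 1205 around the TSS. Joined pairs (48) were 31 to 39 with 1 library left out, 13 with the genes over 1 and 29 with DESeq2. They were 25 and 16 at PET counts of at least 5 and 10, 20 with the gene body and 1 kb and 23 around the TSS. All these counts of loops and pairs were above the median of their random lists. Against pairs matched on distance (median 38) the 48 pairs stood at the percentile 96.69, within the middle 95% of the random sets (27 to 49), and with density matched as well (median 37) at 97.74.

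The difference in summed PET count, 0.219 from expressed genes and 0.247 from other genes, was 0.211 to 0.243 and 0.239 to 0.271 with 1 library left out. It was 0.000 in both comparisons with a PET count of at least 10, where the median gene of each group lay in no loop. The difference in mean span was 0.006 and 0.069, and -0.007 to 0.053 and 0.058 to 0.117 with 1 library left out. It was 0.267 and 0.290 with a PET count of at least 5. Among genes inside at least 1 loop it was -0.115 and -0.138. The shortest loop gave -0.160 and -0.256, with length-matched lists -0.085 and -0.293, against other genes with lists matched on length and density -0.278, and among genes inside a loop -0.303 and -0.523. Loops of up to 1 Mb gave -0.087 and -0.181, of up to 2 Mb -0.086 and -0.208, and of up to 5 Mb -0.082 and -0.214. The median over the loops (-0.191 and -0.046), the geometric mean (-0.089 and -0.044) and the mean span over protein-coding genes only (-0.002 and 0.009) lay within the middle 95% of their random lists, as the main value did.

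Of 1328 values of the 95 other named genes under alternatives, 1176 kept direction and side of the threshold, 146 lost the call, 6 gained it and 0 reversed. Of the 68 called genes, 37 kept the call under all alternatives run and 29 lost it in at least 1 fit without a library. All alternatives set in advance were run. The depth limits the weakest genes, since those with 1 to 3 control counts have ratios known only within their counting intervals. The single ChIA-PET library gives no spread between animals for any loop result.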

Differences from the paper's values

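The tests of added measures named here were chosen only after the results were seen, and the others were set in advance. The paper's medians of the mean loop span, read in log10 from the source data of Fig. 3H, whose copy used here prints them without the decimal mark, are 5.109 for upDEGs, 5.270 for expressed genes and 5.315 for other genes, against 7.157, 7.151 and 7.088 here. The groups are unlike as well. The paper's hold 11372 expressed and 14902 other genes, split by the nuclear RNA of sorted neurons. Those here hold 12625 and 35157 genes, split by the TPM of whole tissue, and 27.7% of the other genes are protein-coding. A gap is called closed here where the spans differ by less than 1.5 times. Of the alternatives set before the data were examined, loops with a PET count of at least 5 closed the gap for upDEGs (5.123). They did not close it for expressed (4.857) and other genes (4.833), and no other one of these alternatives closed any of the gaps. Measures chosen after seeing the values, with the paper's medians known, came nearer. The shortest containing loop gave 5.106, 5.265 and 5.361. The mean over loops of up to 1 Mb gave 5.284, 5.371 and 5.464, which lie farther from the paper's medians. By the rule of 1.5 times, all 3 gaps closed with either. The shortest loop among genes inside a loop gave 5.148 for upDEGs and left the gaps of expressed (5.451) and other genes (5.670). Loops of up to 2 Mb gave 5.429 for expressed genes and left those of upDEGs (5.343) and other genes (5.551).

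The paper's numbers of genes at a log2FC over 1 and under -1 are 252 and 15, against 229 and 11 here, a difference of less than 1.5 times. With at least 10 counts summed over the libraries, an alternative set before the data were examined, the numbers were 253 and 15. The paper's number of CTCF loops near upDEGs is 1470, against 2112 here, and over the alternatives it lay between 542 and 2035, among them 1144, 1197 and 1205.

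The paper states that markers of inflammation and of cell death were not induced. Here 20 of 27 inflammation genes and 24 of 33 cell death genes were higher in Kdm1a-ifKOs, with median log2FCs of 0.259 and 0.078, and Gsdmd had a log2FC of 1.17. The camera adjusted p-values were 0.0293 and 0.0565 and the fry adjusted p-values 0.377 and 0.0482, the latter 0.0723 when the deleted Kdm1a is left out of the sets adjusted together. The paper states that upDEGs lie in smaller CTCF loops. Here the mean span, with genes in no loop set to 0, stood at the percentiles 53.42 and 79.97 of random lists from expressed and other genes. A loop contained 91.3% of the upDEGs, 82.8% of the expressed genes and 76.4% of the other genes. The 0 values therefore lower the compared groups more. Among genes inside at least 1 loop, the span of upDEGs was smaller, the paper's direction, by -0.115 and -0.138 in log10 (percentiles 0.27 and 0). With loops of at least 5 PETs and the 0 values kept, it was larger, by 0.267 and 0.290. The direction thus depended on how genes in no loop were counted, and the result with 0 values does not contradict the paper.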

Other observations

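Some tests in this part were planned, namely normalization and tissue from outside the hippocampus for the predominance of upregulation, the other splits for its count, density and paralogs for the distances, and gene length, density and proximity for the loops, and the remaining tests were chosen only after the results were seen.

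More genes were raised than lowered in Kdm1a-ifKOs, with 1 of the 10 splits, the real one, giving as many genes over a log2FC of 1. The same held for the genes over 0.5 (1 split), below -1 (1 split) and below -0.5 (1 split), and in the other splits 0 genes passed these thresholds except for 1 gene in 1 split. With 3 against 3 libraries, the share of splits cannot fall under 0.1, so the share alone excludes nothing. For the H3K4 enzymes, all 10 splits gave as many genes as the real one, which had 0. Scaling between libraries is argued against as the cause of the predominance, since at least 95.4% of the genes past 1 were raised under each of 4 scalings (highest 97.2%). Tissue from outside the hippocampus is argued against as well. The highest median log2FC of the choroid plexus, ependyma and thalamus lists was -0.007, and of their 39 tested markers 2 were raised past 0.5 (Kl and Prkcd). GC content and gene length are argued against by the 217 genes raised past 1 after the correction, of which 209 are among the 229. DNA of another strain carried along with the floxed allele is argued against as the whole cause. Of the 530 genes raised past 0.5, 22 lie within 10 Mb of Kdm1a and the others do not. Such DNA could differ only if the control littermates did not carry the same floxed alleles, which the paper's text does not state. Chance as the cause of the whole predominance is not decided by the splits. The real split gave 229 and 530 genes, against at most 1 in each other split. However, each other split mixes the genotypes, so that a difference between them widens the spread within its groups. Single genes can also be false calls. The controls lacked the recombinase, so these libraries cannot tell an effect of the recombinase itself apart from the loss of Kdm1a. The predominance may follow from the loss of Kdm1a, as the paper holds, and remains a hypothesis on these libraries alone.

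Raised genes were frequent around Kdm1a itself. Within 10 Mb on either side, 22 of 268 tested genes (8.21%) were raised past 0.5, against 8.5 expected (one-sided exact hypergeometric p = 4.4e-05), and of all tested genes 1.66% have as large a share around them. Local gene density is argued against, since random lists matched on density held a median of 10 such genes and 0.08% of them as many, with a highest number of 23. Sequence differences of another strain around the floxed allele would lower genes as well as raise them, and 1 gene in the region was lower with an adjusted p-value under 0.05, against 7.5 expected, while 34 were higher against 16.2. Such differences also need control littermates without the same floxed alleles, which the paper's text does not state. The region was chosen after its values were seen. An effect of the allele on its chromosomal surroundings could contribute and was not tested.

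The 473 genes lower at an adjusted p-value under 0.05, a number that fell to 137 without Kdm1a-ifKO replicate 3, were long and low in GC, with a median length of 52.8 kb and an exon GC content of 43.1%, against 21.3 kb and 49.3% for tested genes. The genes raised past 0.5 had medians of 13.8 kb and 55.2%. Control replicate 3 stood out, as its deviations over 12375 genes correlated with length by 0.333 and with GC content by -0.653 (Spearman, across genes, which are not independent replicates). In the other controls these were -0.037 and 0.078 (replicate 1) and -0.01 and -0.264 (replicate 2), and in Kdm1a-ifKOs -0.155 and 0.303, -0.058 and 0.333, and -0.215 and 0.421 (replicates 1 to 3). That control replicate 3 alone is the cause is argued against, since without it the 340 lower genes still had a median length of 52.1 kb. A trend of GC content and length between libraries is a candidate cause for the lowered genes. After its correction there were 525 lower genes with a median length of 28.2 kb and a GC content of 50.4%, although such a correction also removes a difference between genotypes that runs with GC content. For the raised genes it is argued against, as they kept a GC content of 54.3% after the correction.

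In the marker lists of neighboring tissue, 14 of 15 ependyma markers were tested and 12 of these were lower in Kdm1a-ifKOs (median log2FC -0.347, camera adjusted p = 0.00658, fry adjusted p = 0.166). The camera adjusted p-value was 0.00016 to 0.0801 with 1 library left out, highest without control replicate 1. Enkur, Cfap65 and Capsl were lower individually (log2FC -0.76, -0.65 and -0.69 in edgeR's quasi-likelihood test), and Enkur and Capsl lost the call without Kdm1a-ifKO replicate 1 (adjusted p = 0.141 and 0.128) and in most other fits with a library left out. Enkur overlaps Gm23007 on the same strand and Cfap65 overlaps Gm15841 on the opposite strand. Of 15 choroid plexus markers, 11 were tested and 4 were higher (median -0.035, camera adjusted p = 0.914, fry adjusted p = 0.546). All 14 thalamus markers were tested and 7 were higher (median -0.007, camera adjusted p = 0.914, fry adjusted p = 0.965). Prkcd was higher (log2FC 0.57) and Slc17a6, which overlaps Gm45072 on the same strand, lower (log2FC -1.09, adjusted p = 0.0215 in the same test, and 0.115 without Kdm1a-ifKO replicate 3). Camera p-values as small came up in 3 of the 10 splits for ependyma, 10 for choroid plexus and 8 for thalamus, and fry p-values in 2, 5 and 8. Whether dissection or the ependymal cells differed was not tested.

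The 10 interneuron markers were tested and 8 of these were lower (median log2FC -0.140, camera adjusted p = 0.0446, fry adjusted p = 0.0482, and 0.0723 when the deleted Kdm1a is left out of the sets adjusted together). The camera adjusted p-value was 0.0228 to 0.131 with 1 library left out, over 0.05 in 4 of the 6 such fits and highest without control replicate 2, and 0.04 to 0.0639 over the other alternatives. Vip and Npy were lower individually in edgeR's quasi-likelihood test (log2FC -0.46 and -0.31), Vip not without Kdm1a-ifKO replicate 1 (adjusted p = 0.063). All 12 excitatory neuron markers were tested and 6 were higher (median -0.001, camera adjusted p = 0.914, fry adjusted p = 0.965). Among them, Neurod6 (-0.36) was lower, and Rasgrf2 (0.22) and C1ql2 (0.55) were higher, of which Rasgrf2 lost the call without control replicate 2 (adjusted p = 0.126) and C1ql2 without Kdm1a-ifKO replicate 3 (0.118). Of the 10 oligodendrocyte markers, 5 were higher (median 0.002, camera adjusted p = 0.942, fry adjusted p = 0.965), and of the 10 endothelial markers 7 were higher (median 0.080, camera adjusted p = 0.691, fry adjusted p = 0.908). Of these 20 markers, 0 passed an adjusted p-value of 0.05 and 0 an unadjusted one. All 11 immediate early genes were tested and 6 were higher (median 0.066, camera adjusted p = 0.942, fry adjusted p = 0.965). Camera p-values as small were found in 2 of the 10 splits for interneurons and in 9 each for excitatory neurons, oligodendrocytes, endothelial cells and immediate early genes. For fry p-values, these numbers were 1 (the real split), 7, 10, 8 and 9. No explanation was tested for these lists.

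Of the 6 genes of the sex chromosomes listed, the 4 on chromosome Y were tested, and Xist and Tsix were below the filter. All 4 were lower in Kdm1a-ifKOs, with a median log2FC of -0.269 (camera adjusted p = 0.0257, fry adjusted p = 0.151, with p-values as small in 2 of the 10 splits by camera and 1 by fry). The camera adjusted p-value was 0.00845 to 0.0556 with 1 library left out, highest without Kdm1a-ifKO replicate 1, and 0.0133 to 0.587 over the other alternatives. Ddx3y (log2FC -0.31, which overlaps Gm18665 and Gm4017 on the same strand) and Uty (-0.48) were lower individually in edgeR's quasi-likelihood test, and lost the call without Kdm1a-ifKO replicate 1 (adjusted p = 0.126 and 0.0608). Kdm5d is also among the H3K4 demethylases. After the correction for GC content and length the median was -0.071 and the camera adjusted p-value 0.438, so that a trend between libraries is a candidate explanation. No biological explanation was tested, since the labels name no difference of sex.

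For the sets discussed at the claims, the other splits gave a camera p-value as small in 4 of 10 for inflammation, 2 for cell death, 2 for the H3K4 demethylases, 3 for the methyltransferases and 4 for the expressed genes looped to upDEGs, the real split included. By fry the numbers were 3, 1, 1, 2 and 2, where 1 is the real split alone and the fewest possible. Without Kdm1a, the other demethylases had 7 by camera and 8 by fry. For these looped genes, a trend with GC content and length is a candidate explanation of the small upward shift, since the median log2FC was -0.016 after the correction. Sets of genes near upDEGs were added to examine a spread of activation to neighbors. The 1421 tested genes within 50 kb of an upDEG had a median log2FC of 0.042 (camera adjusted p = 0.00439 over 7 sets, fry adjusted p = 0.0458), and after the correction 0.000. Splits with a p-value as small were 3 of 10 by camera and 1 by fry. Those that overlap an upDEG had 0.069 (fry adjusted p = 0.0341), those downstream on the same strand 0.047 (fry adjusted p = 0.0888) and those that are neither 0.038 (fry adjusted p = 0.0458). For these, 1, 3 and 3 splits gave a camera p-value as small, and 1 each a fry p-value as small. After the correction these medians were 0.046, 0.000 and -0.001. The 417 weakly expressed genes looped to upDEGs had a median of 0.096 (camera adjusted p = 0.0076, fry adjusted p = 0.0458, 1 split by each) and 0.042 after the correction. Weakly expressed genes within 50 kb had 0.079 (camera adjusted p = 0.0076, 1 split by each), and without the overlapping and downstream ones 0.067 (camera adjusted p = 0.0389, 2 splits by camera and 1 by fry). After the correction no set of this family had a camera adjusted p-value under 0.05 (lowest 0.0529). A trend between libraries may therefore account for these shifts, and a spread of activation to neighbors is not shown by them.

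Paralogs and gene density are each argued against as the whole cause of the closeness of the upDEGs. Lists matched on density gave p = 0.0002 in the permutation test, the smallest they can give. Their median was 1640 kb, against 2275 kb in unmatched lists and 1137 kb for upDEGs, so density can account for part of the closeness. Gene length and density are argued against for the summed PET count, with differences of 0.168 and 0.144 in median log10 that no random list reached. For the mean span, the differences were -0.003 against lists matched on length and -0.032 against lists matched on length and density. With genes in no loop set to 0, there was no difference in mean span to begin with. These 2 values therefore leave the part of length and density open. The shortest containing loop was shorter for upDEGs than for expressed genes by -0.085 against length-matched lists, which argues against gene length as the whole cause. Against lists matched on length and density the difference was -0.070 (percentile 3.04), so that local density cannot be told apart from a property of upDEGs there, because the value lies near the edge of the random lists. Against the other genes, the differences of -0.293 and -0.278 argue against both. For the pairs of upDEGs joined by loops, linear proximity stays open. The percentile of 99.54 among sets moved together came from moves that keep the order of genes and not their distances in bp. Against pairs of tested genes matched on the distance between TSSs, the median was 38 pairs and the 48 pairs stood at the percentile 96.69, and with local density matched as well at 97.74. Distance, with or without density, cannot be told apart from an excess of loops between upDEGs, because these values lie at the edge of the random sets. Since the loops come from 1 library of control neurons, chance between animals stays open for each of these, and an arrangement of upDEGs in shared CTCF loops could be biological only as a hypothesis.

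Chromosome X held 55 loops, 3.22 per 10 Mb, against 67.06 to 219.57 on the autosomes, and 9.4 per 100 tested genes against 121.7 to 233.5. Chromosome Y held 0. The median PET count on chromosome X was 6. A single X chromosome in male animals would lower the PET counts by a factor that a doubled minimum applies to the autosomes, and with a PET count of at least 6 these still held 30.7 to 90.7 loops per 10 Mb, which argues against it as the whole cause. A filter on reads or peaks of chromosome X before loop calling stays open, and no biological explanation was tested. For this reason, loop results for genes on chromosome X say little.

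All 30 listed subunits of PRC1 and PRC2 were tested, of which 1 (Kdm2b) is also among the H3K4 demethylases. Of these, 13 were higher in Kdm1a-ifKOs (median log2FC -0.010, camera adjusted p = 0.914, fry adjusted p = 0.965, all 10 splits as small by each). Suz12 (log2FC 0.06, adjusted p = 0.661 in edgeR's quasi-likelihood test) and Ezh2 (0.03, adjusted p = 0.916) did not change detectably. They overlap Gm26563 and Gm26625, both on the opposite strand. Ezh1 was higher (0.23, adjusted p = 0.0163), but not without Kdm1a-ifKO replicate 3 (adjusted p = 0.0873). Hotair had 0 counts in all 6 libraries. Of 39 Hox genes, 30 had no count in any library and 0 were tested, and the others had 13 counts in controls and 10 in Kdm1a-ifKOs, so that a change of their mRNA was not detectable at this depth.

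Gene families among the increases were looked up after the values were seen. Of 19 Wnt genes, 16 were tested, 15 were higher and 8 were raised past 0.5 (Wnt9a, Wnt3a, Wnt11, Wnt7b, Wnt10b, Wnt1, Wnt2b and Wnt4), with a median log2FC of 0.60. Over the 4 scalings, 8 or 9 were raised and the median was 0.60 to 0.66. All 3 Otop genes were raised under each scaling. Of 58 clustered protocadherin genes, 52 were tested, 0 were raised and 2 lowered (1 with DESeq2), 12 had an unadjusted p-value under 0.05, and the median was -0.15 (-0.13 with upper-quartile normalization). Reads of these similar genes can be split between copies, so their values are uncertain, and no explanation was tested.

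Further genes named by the paper were higher in Kdm1a-ifKOs by edgeR's quasi-likelihood test. Ankrd63, near Spint1 on chromosome 2, went from 22.9 to 37.9 CPM (log2FC 0.72, standard error 0.080, adjusted p = 6.56e-05). Slc16a3 (log2FC 1.89), Tk1 (1.54, which overlaps Afmid on the opposite strand), Otop2 (2.27, which overlaps Ush1g on the opposite strand) and Tcf15 (1.56) kept an adjusted p-value under 0.05 with any library left out. Tmc8 (1.78, adjusted p = 0.0135, overlapping Tmc6 on the opposite strand) did not without Kdm1a-ifKO replicate 1 (adjusted p = 0.07). Kcna7 had 1 count over the controls and 45 over the Kdm1a-ifKOs, a ratio of 43.6 (95% counting interval 7.43 to 1759).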
